# CD40L membrane retention enhances the immunostimulatory effects of CD40 ligation

**DOI:** 10.1038/s41598-019-57293-y

**Published:** 2020-01-15

**Authors:** Taha Elmetwali, Asmaa Salman, Wenbin Wei, Syed A. Hussain, Lawrence S. Young, Daniel H. Palmer

**Keywords:** Translational immunology, Targeted therapies

## Abstract

In carcinomas, the nature of CD40 ligand shapes the outcome of CD40 ligation. To date, the consequences of membrane-bound CD40L (mCD40L) on its immune-stimulatory function are unknown. Here, we examined the impact of mCD40L versus soluble CD40L (sCD40L) on T24 bladder carcinoma gene expression profiling. Of 410 differentially expressed genes, 286 were upregulated and 124 downregulated by mCD40L versus sCD40L. Gene ontology enrichment analysis revealed immune-stimulatory function as the most significant enriched biological process affected by upregulated transcripts, while those downregulated were critical for cell growth and division. Furthermore, immature dendritic cells (iDC) responded to mCD40L with enhanced maturation and activation over sCD40L evidenced by higher expression levels of CD83, CD86, HLA-DR and CD54, increased secretion of IL12 and IL10 and higher tumour-antigen (TA) uptake capacity. Furthermore, autologus CD3+ T cells responded to TA-loaded mCD40L-activated DC with increased proliferation and cytotoxic response (CD107a and IFN-γ-producing CD3+ CD8+ T cells) to the tumour-loaded autologous PBMCs compared to sCD40L. Thus, these data indicate that mCD40L enhances the immunostimulatory capacity over sCD40L. Furthermore, the ability of mCD40L to also directly induce cell death in CD40-expressing carcinomas, subsequently releasing tumour-specific antigens into the tumour microenvironment highlights the potential for mCD40L as a multi-faceted anti-cancer immunotherapeutic.

## Introduction

The fundamental role of the CD40 receptor, a member of the TNFR superfamily together with its ligand (CD40L/CD154) in co-ordinating immune responses has been widely recognised as an early event in initiating immune responses^1^. CD40, a 40-kD type 1 transmembrane protein is expressed in normal B cells, malignant hematopoietic cells and antigen presenting cells (APC), including dendritic cells (DC) and monocytes^2,3^. Furthermore, activated CD4 + and CD8+ T cells also express CD40 receptor, where in absence of CD40 expression, CD8+ T cells were unable to differentiate into memory cells or receive CD4 help^4^. In addition to hematopoietic cells, several carcinomas express CD40 receptor, including those of the ovary, liver, and bladder, despite receptor expression being undetectable in normal epithelium derived from the same tissue^5^. In contrast to the wide-spectrum of CD40 expression, the expression of CD40L, a 32-kD protein is restricted mainly to activated CD4+ T cells and, to a lesser extent, activated B cells and platelets^6^. In hematopoietic cells the importance of CD40-CD40L interaction is well-recognized particularly in shaping adaptive immune responses, where the outcome of CD40 ligation is cell-type dependant, with CD40 activation in DC leading to differentiation into IL12- and IFNγ-secreting cells and upregulation of co-stimulatory and adhesion molecules; while B cells respond by Ig-class switching^7^. Furthermore, the strength of CD40 ligation by CD40L can influence the signalling outcome, with strong CD40 ligation enhancing antigen processing and presentation in Burkitt’s lymphoma cells, compared to weak CD40 ligation^8^.

Like other TNF family ligands, CD40L is naturally expressed as membrane-bound molecules that undergo cleavage from the membrane into a soluble form upon binding with the CD40 receptor via disintegrin and metalloproteinases^9,10^. The membrane-bound and the soluble forms of CD40L also differentially influence the outcome of CD40-CD40L interaction in carcinomas, with membrane-bound CD40L (mCD40L) directly inducing apoptosis^11–13^, whilst a blockade of the protein synthesis machinery is a prerequisite for cell death induction by soluble CD40L (sCD40L)^14^. Thus the outcome of CD40-CD40L interaction is not only determined by the cell type but also by the strength and the mode of CD40 ligation.

We have previously generated a mutant form of CD40L that is resistant to proteolytic cleavage, with retained expression at the cell membrane and we have shown that this mCD40L can induce apoptosis in CD40-expressing carcinomas, indicating its potential as an anti-cancer therapy. Given the widespread expression of CD40 in immune cells, it is important to characterise its effects on immune cells and immune regulation to better understand the potential of mCD40L as a cancer therapeutic. The current study addresses these issues and confirms the potential of mCD40L as a multi-faceted anti-cancer therapeutic with the capability to directly induce cancer cell apoptosis, at the same time robustly inducing several elements of the immune response, suggesting potential advantages over other immunostimulatory approaches.

In this study, we first sought to investigate the gene expression profile following CD40 activation by either mCD40L delivered by replication-deficient recombinant adenoviral vector (RAdnCD40L) or sCD40L in the CD40-expressing bladder carcinoma T24 cells. The study focuses on data related to immune processing in order to better understand the differential effect of mCD40L versus sCD40L on immune regulatory processes. We further investigated the effects of the different modes of CD40 ligation on immune cell activation and function.

## Results

### Transcriptional profiling to examine the differential effects of membrane-bound CD40L (mCD40L) and soluble CD40L (sCD40L) on CD40-expressing carcinoma cells with a focus on immune function

Previously, we have shown that mCD40L can directly induce apoptosis in CD40-expressing carcinomas, through a mechanism involving sustained activation of the pro-apoptotic JNK pathway and downregulation of the pro-survival PI3K/AKt pathway^11,12^. In contrast, induction of cell death by sCD40L requires inhibition of the protein synthesis machinery^14^.

In line with our previous work, bladder carcinoma T24 cells transduced with RAdncCD40L for 36 hours exhibited significant reduction in cell viability, while sCD40L (1 µg/ml, 36 h) treatment did not show any cell viability reduction (Fig. 1A) despite full sCD40L biological activity (Fig. 1B) evidenced by phosphorylation of JNK, PI3k/Akt and ERK kinases in addition to IKβα degradation, where sCD40L addition resulted in comparable levels of AKT and JNK phosphorylation to those transduced with RAdnCD40L at 20 min treatment. The ability of CD40L monoclonal neutralizing antibody to restore cell viability in RAdnCD40L-infected cells further attributes cell death to mCD40L expression (Fig. 1C). Furthermore, the inability of sCD40L to induce any cell death in AdM-infected cells also excludes any synergy between the adenoviral vector proteins and CD40-CD40L interaction in mCD40L-induced cell death (Fig. 1C).

**Figure 1:**
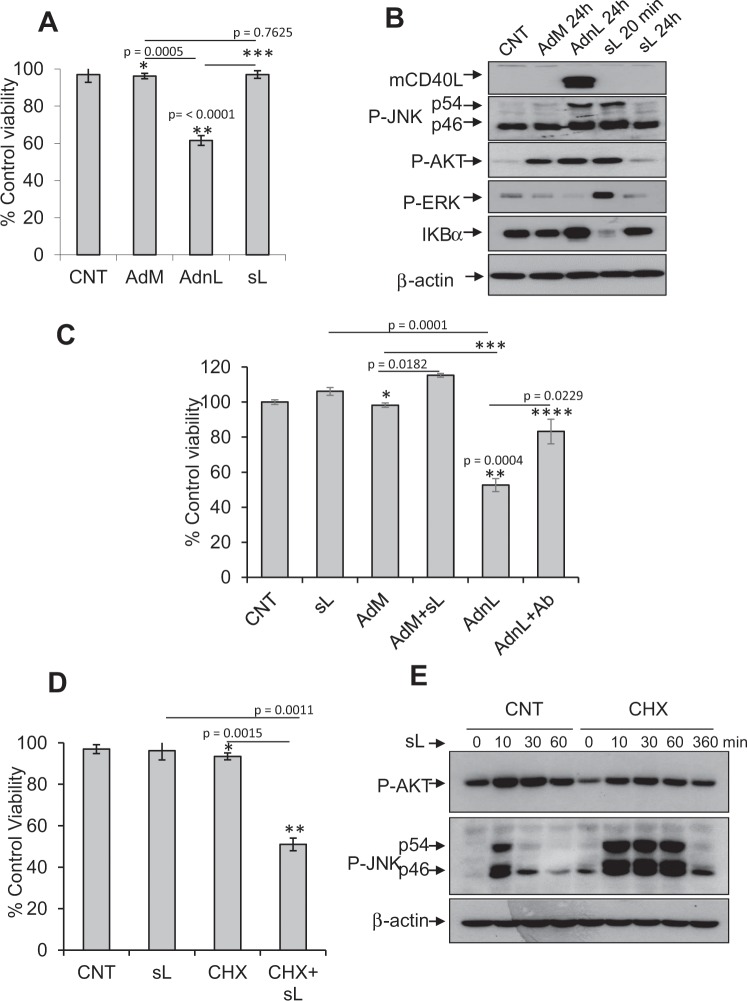
RAdnCD40L but not sCD40L induces cell viability reduction in T24 bladder carcinoma cells. T24 cells were infected with 100 multiplicity of infection (MOI) of either recombinant adenovirus expressing GFP control, RAdMock (AdM) or RAdnCD40L (AdnL) or left untreated as a control or treated with 1 µg/ml of sCD40L (sL). (**A**) Cell viability was assessed 36 hours post-treatment using WST-1 assay. Results represent mean of triplicate samples ± SD. Two-tailed t-test of AdnL/AdM*, AdnL/sL** and AdM/sL***. (**B**) Total cell lysates were probed with anti-phospho -JNK, -AKT and –ERK, anti- β-actin, anti-ikβα and anti-CD40L Abs. (**C**) T24 cells were infected with 100 MOI of either RAdMock (AdM) or RAdnCD40L (AdnL) or left untreated as a control or treated with sL, AdM-infected cells were either treated with sL or left untreated as a control, RAdnCD40L-infected cells were either treated with 5 µg/ml of anti-CD40L neutralizing mAb or left untreated, cells were incubated for 36 hours before cell viability assessment by WST-1 reagent. Results represent mean of triplicate samples ± SD. Two-tailed t-test AdM + sL/sL*, AdM/AdnL**, AdnL/sL*** and AdnL + Ab/AdnL****. (**D**) T24 cells were pre-treated with cycloheximide (CHX) at a concentration of 30 µg/ml for 3 hours before addition of sL (1 µg/ml) and CHX (30 µg/ml). Following 36 hours incubation, cell viability was assessed with results represent mean of triplicate samples ± SD. Two-tailed t-test CHX/CHX + sL* = 0.0015 and CHX + sL/sL** p = 0.0011 (**E)**. Total cell lysates were probed with anti-phospho −JNK, −AKT, and β-actin as a loading control.

Inhibition of protein synthesis machinery appeared to be a prerequisite for T24 cell death induced by sCD40L (Fig. 1D), since pre-treatment of T24 cells with cycloheximide (CHX) at a concentration of 30 µg/ml for 3 hours followed by sCD40L (1 µg/ml) and CHX (30 µg/ml) treatment for 36 hours resulted in significantly reduced cell viability compared to either single treatment alone. Co-culturing T24 cells with CHX and sCD40L resulted in strong sustained JNK phosphorylation (Fig. 1E) at 10, 30 and 60 minutes compared to transient JNK phosphorylation at 10 minutes by sCD40L, while CHX treatment alone did not induce JNK phosphorylation.

To fully appreciate the differential effects of mCD40L and sCD40L on the outcome of CD40 ligation, we examined the transcriptional profiling of the bladder carcinoma T24 cells in response to CD40 ligation by either mCD40L or sCD40L. 

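Gene expression was measured in T24 cells, an established human bladder carcinoma line that expresses CD40, in 4 groups of 3 arrays each, which the paper describes as separate biological experiments. The cells were left untreated (CNT), treated with soluble CD40L at 1 µg/ml (sL), infected at 50 MOI with RAdMock, an adenoviral vector that expresses GFP and no CD40L (AdM), or infected at 50 MOI with RAdnCD40L, which expresses a CD40L that stays in the cell membrane (AdnL), and were taken after 24 hours. RNA was hybridised to Affymetrix Human Gene ST arrays, on which a transcript cluster is a group of probes spread along a gene and summarised as a single value. The authors made these values with the RMA-sketch workflow of Expression Console, which corrects background, brings the arrays to a common distribution and summarises the probes on a log2 scale. The deposited table held these values for 12 arrays. The annotation used here gave 1 gene symbol for 19460 transcript clusters, several for 1754 and none for 12083. Where several single-symbol transcript clusters stood for a gene, the one with the highest mean over the 12 arrays was kept, which left 18417 genes. These were fitted with limma, with a coefficient per group and a spread shared by the 4 groups, and p-values were adjusted by Benjamini-Hochberg over the 18417 genes. A gene is said to have risen, fallen or changed at an adjusted p under 0.05, whatever its fold, and counts at the study's criteria use a fold above 2 and an unadjusted p under 0.05. Within a group, the SD over genes of the difference between a pair of arrays lay between 0.157 and 0.271 on the log2 scale. Quantile-type normalization sets aside overall differences in RNA amount, so that all changes are relative to the other genes on the array, and 3 arrays per group limit the precision. The values were not tested against background, and near background a fold is compressed, so that a fold over a dim group may be understated.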

Gene expression data from three biological experiments for each treatment were analysed with limma software. Differentially expressed genes were identified with the criteria of absolute fold change greater than 2 and p value less than 0.05 (Fig. 2A). 

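mCD40L was also compared with RAdMock, the adenoviral vector that expresses GFP, so that adenoviral infection was present on both sides (AdnL/AdM). At the study's criteria 317 genes were higher and 93 were lower with RAdnCD40L. The stricter test of a fold above 2 by itself (limma treat, adjusted p under 0.05) was passed by 171 higher and 17 lower genes. CCL5, a chemokine for T cells and monocytes, was 148.1-fold higher, ICAM1, an adhesion ligand of leukocyte integrins, 47.2-fold, and TRAF1, an adaptor of the TNF receptor family, 34-fold. The AdM means of CCL5 and TRAF1 lie below the median of all values, 6.443, and were not shown to be above background, so that these 2 folds may be understated. NFKBIA, which encodes the NF-kappaB inhibitor IκBα, rose by a log2 fold change of 4.13 (SE 0.08, adjusted p = 8.9e-14), and COXFA4L3 (C15orf48), a mitochondrial protein gene, by 4.50 (SE 0.10, adjusted p = 3.5e-13). The genes with the largest falls after PADI2 and SLIT2 were ID1, an inhibitor of basic helix-loop-helix transcription factors, at -2.15 (SE 0.14, adjusted p = 3.7e-08), GPRC5B, an orphan receptor, at -2.03 (SE 0.08, adjusted p = 3.1e-10), and MRS2, a mitochondrial magnesium transporter, at -1.89 (SE 0.13, adjusted p = 1.0e-07). FAT4, an atypical cadherin, fell by 1.66 on the log2 scale, the stress-induced cytokine GDF15 by 1.61 and the histone gene H2BC7 by 1.59 (limma, adjusted p = 2.0e-08, 1.1e-07 and 7.4e-07). At an adjusted p under 0.05, 1526 genes rose and 1614 fell, and 1944 of these changed by less than 1.5-fold. Falls were 51.4% of these calls with the values as deposited, 40.9% with each array's median subtracted, 56.7% with array weights and 58.3% with the spread of each array as a covariate, which was chosen after seeing the data, so that neither direction held a stable majority.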

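In T24 cells with membrane-bound CD40L, some genes of leukocyte attraction, adhesion and NF-kappaB signalling were higher than in cells given soluble CD40L. Some genes of cell division were lower. At a fold above 2 and an unadjusted p under 0.05, 271 genes were higher and 116 were lower in AdnL than in sL, which makes 387 of the 18417 genes tested. Large rises were found in CCL5 (120.4-fold), TRAF1 (30.5-fold), the chemokine gene CCL20 (29.4-fold) and ICAM1 (26.2-fold). Except for ICAM1 these are folds over sL means below the median of all values, 6.443, which were not shown to be above background, and may be understated. TNFAIP2, a gene induced by TNF, rose by a log2 fold change of 4.72 (SE 0.09, adjusted p = 1.7e-13) and TNFAIP3, which encodes A20, a deubiquitinase that restrains NF-kappaB, by 3.83 (SE 0.09, adjusted p = 1.1e-12). TNFRSF9, the co-stimulatory receptor 4-1BB, rose by 4.60 (SE 0.13, adjusted p = 7.1e-12), the collagenase gene MMP1 by 4.05 (SE 0.14, adjusted p = 8.1e-11), the interferon-inducible GTPase gene GBP4 by 3.81 (SE 0.13, adjusted p = 5.4e-11) and the Notch ligand gene JAG1 by 3.79 (SE 0.10, adjusted p = 3.3e-12). The largest fall was in PADI2, followed by PTPRU. PXDN, a peroxidase of the extracellular matrix, had a log2 fold change of -1.83 (SE 0.11, adjusted p = 2.2e-08). PXDN also fell in AdM/CNT, at -1.09, and was at -1.11 in AdnL/AdM, where infection was present on both sides. In AdnL/sL the phospholipase C gene PLCB4 had a log2 fold change of -1.80 (SE 0.14, adjusted p = 5.1e-07). DUSP6, a phosphatase that inactivates ERK, was at -1.73 (SE 0.09, adjusted p = 6.0e-09). ASPM, a mitotic spindle protein, and RAD51AP1, which acts in homologous recombination, had log2 fold changes of -1.64 and -1.59 (adjusted p = 1.5e-07 and 1.7e-04). With no limit on the fold, 1477 genes rose and 2393 fell at an adjusted p under 0.05 from limma, and 2536 of these 3870 genes changed by less than 1.5-fold. When the membrane-bound ligand over its vector control was set against the soluble ligand over untreated cells in a single interaction term, 928 genes were higher and 1304 were lower with the membrane-bound ligand. A fold shown to be above 2 by itself (limma treat, adjusted p under 0.05) held for 127 higher and 15 lower genes. Testing every transcript cluster in place of genes, including those with several symbols or none, gave 233 lower ones at the study's criteria. The mean over each gene's transcript clusters gave 116 lower.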

A total 410 genes were found to be differentially expressed by mCD40L compared to sCD40L treatment (RAdnCD40L/sL) (Fig. 2B), of which 286 genes were upregulated, while 124 genes were downregulated. 

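Soluble CD40L left most genes of T24 cells within 2-fold of untreated cells. At the study's criteria 5 genes were higher and 4 were lower in sL than in CNT. Every transcript cluster in place of genes, including those with several symbols or none, gave 88 higher and 33 lower. The mean over each gene's transcript clusters gave 5 higher and 4 lower. Array weights gave 2 higher and treat 0 in either direction. The count was 11 higher without CNT replicate 3 or sL replicate 3 and 8 lower without sL replicate 2. The higher genes were PCDHB6, a protocadherin, with a log2 fold change of 1.21 (SE 0.16, adjusted p = 0.0013), SERPINA1, which encodes alpha-1-antitrypsin, with 1.12 (SE 0.15, adjusted p = 0.0012), HSPG2, the basement membrane proteoglycan perlecan, with 1.12 (SE 0.10, adjusted p = 1.1e-04), SLC5A3, a myo-inositol transporter, with 1.10 (SE 0.10, adjusted p = 1.1e-04), and LOC399975 with 1.01 (SE 0.29, adjusted p = 0.058), which the rule for named genes did not take and which was named after its values were seen. The lower genes were PLK2, a polo-like kinase, with -1.55 (SE 0.16, adjusted p = 2.4e-04), the metalloproteinase gene ADAMTS1 with -1.30 (SE 0.09, adjusted p = 1.8e-05), TMEM40 with -1.29 (SE 0.13, adjusted p = 1.8e-04) and the keratin gene KRT80 with -1.10 (SE 0.12, adjusted p = 3.4e-04). PLK2, ADAMTS1 and KRT80 were over 2-fold lower in AdM/CNT as well (-1.37, -1.22 and -1.14 on the log2 scale), which holds the same untreated arrays.
Smaller changes were more frequent: 758 genes rose and 334 fell at an adjusted p under 0.05 from limma, and 871 of these 1092 genes changed by less than 1.5-fold. The counts were 1195 and 834 with array weights and 1204 and 1015 with the spread of each array as a covariate, chosen after seeing the data, which took the share of falls from 30.6% to 41.1% and 45.7%. Of 15 genes of MHC class I antigen presentation measured, 8 rose and none fell (10 rose and 1 fell when adjusted over the list alone), among them TAPBP (0.95 on the log2 scale), which loads peptides on class I molecules, the peptidase gene ERAP1 (0.95), the immunoproteasome gene PSMB9 (0.67) and the peptide transporter gene TAP1 (0.61). Camera called the list higher (adjusted p = 2.2e-07, and adjusted p = 0.031 with an estimated correlation). Against the same untreated arrays, TAPBP and ERAP1 also rose in AdM/CNT (0.52 and 0.43, adjusted p = 0.0058 and 0.029), calls that were lost in a fit of the AdM and CNT arrays alone (adjusted p = 0.0501 and 0.113) and, for ERAP1, without any 1 of these arrays but CNT replicate 3 (adjusted p up to 0.0992). The list was called higher there by camera (adjusted p = 0.048) but not with an estimated correlation (adjusted p = 0.42). Of 24 genes of the NF-kappaB pathway and its feedback, 5 rose and none fell (8 rose and 1 fell when adjusted over the list alone), with NFKB2 at 0.85, RELB at 0.53, TNIP1 at 0.54 and NFKBIA at 0.43 (camera, adjusted p = 2.0e-05, and adjusted p = 0.031 with an estimated correlation). Of 43 type I interferon-stimulated genes 7 rose (11 when adjusted over the list alone, with 1 fall), and of 39 cytokine receptors 6 rose (9 when adjusted over the list alone). Both lists were called higher by camera (adjusted p = 0.0037 and 0.033), which was lost with an estimated correlation (adjusted p = 0.15 and 0.31).
The 317 genes that were over 2-fold higher with the membrane-bound ligand than with its vector control (adjusted p under 0.05 in a fit of the AdnL and AdM arrays alone) were then followed in the sL and CNT arrays. In sL/CNT 256 of them (80.8%) had a positive log2 fold change, against 46.7% of all genes, with a median of 0.22 in place of 1.5 in AdnL/AdM, and 101 rose while 5 fell. The rotation test fry, used since an exact permutation of 3 arrays against 3 cannot go below 0.1, gave p = 5.7e-05 for a shift of this set in 1 direction. The 93 genes that were over 2-fold lower had a median of 0.03, and 41 of them moved the same way, with p = 0.97 by fry, which is a rotation test and not an exact one. The number of genes past the adjusted p rests on the spread estimated from all 12 arrays, since a fit of the 6 sL and CNT arrays alone called 207 higher and 55 lower. It was 342 higher and 171 lower without CNT replicate 2.

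**Figure D1:**
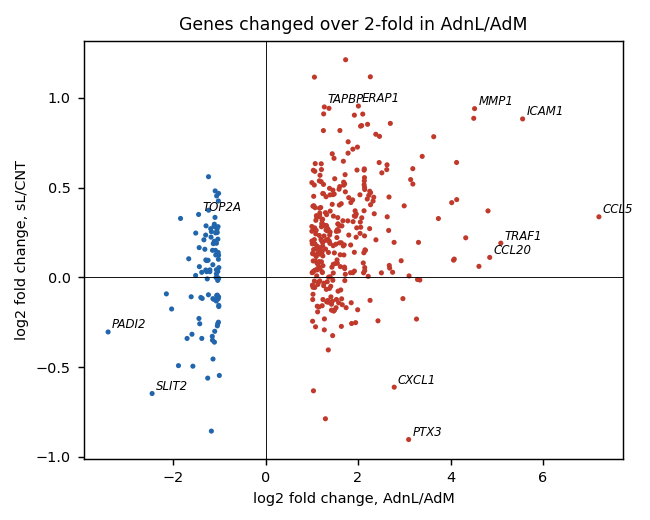
Log2 fold change in sL/CNT (vertical axis) against log2 fold change in AdnL/AdM (horizontal axis) for the genes over 2-fold changed in AdnL/AdM, 317 higher (red) and 93 lower (blue), each a point. Most red points lie above 0 on the vertical axis, at a median of 0.22, and the blue points lie on both sides of 0.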

On comparison of sCD40L to untreated control cells (sL/CNT), 12 genes were differentially expressed. 

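T24 cells infected with RAdMock, which expresses GFP, were compared with untreated cells. At the study's criteria 11 genes were lower in AdM than in CNT and 0 were higher. Every transcript cluster in place of genes, including those with several symbols or none, gave 64 lower and 2 higher. The mean over each gene's transcript clusters gave 11 lower and 0 higher, and treat 0 lower. The lower genes were PLK2, with a log2 fold change of -1.37 (SE 0.16, adjusted p = 8.1e-04), ADAMTS1 with -1.22 (SE 0.09, adjusted p = 4.3e-05), the transcription factor gene ETS1 with -1.22 (SE 0.10, adjusted p = 1.5e-04), CCN1, a matricellular protein, with -1.17 (SE 0.12, adjusted p = 2.4e-04), HK2, which encodes hexokinase, with -1.16 (SE 0.18, adjusted p = 0.0054), and KRT80 with -1.14 (SE 0.12, adjusted p = 3.4e-04). LY6K, SPNS2, a sphingosine-1-phosphate transporter, NOG, which encodes the BMP antagonist noggin, PXDN and AMOTL2 followed, with log2 fold changes from -1.13 to -1.02. Below 2-fold, the largest rises were in SLC44A2, a choline transporter, by 0.90 (SE 0.11, adjusted p = 8.1e-04), EDIL3, an extracellular matrix protein, by 0.81 (SE 0.16, adjusted p = 0.017) and TP53INP1, a p53-induced gene, by 0.79 (SE 0.12, adjusted p = 0.0054). EDIL3 and TP53INP1 lost this call in a fit of the AdM and CNT arrays alone (adjusted p = 0.0686 and 0.0505), and EDIL3 also without CNT replicate 2, AdM replicate 2 or AdM replicate 3 (adjusted p up to 0.0688). Of 22 targets of YAP and TEAD, transcription factors of the Hippo pathway, 7 fell and none rose (10 fell when adjusted over the list alone), with CCN2 at -0.92 and FJX1 at -0.62 besides CCN1 and AMOTL2. Camera called this list lower (adjusted p = 5.5e-09, and adjusted p = 0.047 with an estimated correlation). In sL/CNT, against the same untreated arrays and without infection, 7 of them fell and none rose too (camera, adjusted p = 1.4e-05, and adjusted p = 0.063 with an estimated correlation). Of 41 S phase genes 4 fell (5 when adjusted over the list alone), CDC6, UNG, TIPIN and CDCA7, each of which lost the call in the fit of the AdM and CNT arrays alone (adjusted p = 0.0505, 0.0952, 0.0664 and 0.0801) and, except for CDC6, without some array (adjusted p up to 0.0782, 0.15 and 0.17). The S phase list was called lower by camera (adjusted p = 1.2e-10) but not with an estimated correlation (adjusted p = 0.42). None of the 43 type I interferon-stimulated genes passed limma's test (3 were higher and 0 lower at an unadjusted p under 0.05), at a median log2 fold change of 0.06. At an adjusted p under 0.05 from limma, 124 genes rose and 265 fell, and 116 of the 265 fell in sL/CNT as well, which holds the same untreated arrays. With the spread of each array as a covariate, chosen after seeing the data, falls were no longer the majority (315 rose and 290 fell), and array weights gave 966 higher and 1044 lower. The count was 12 higher and 65 lower in a fit of the 6 AdM and CNT arrays alone, and 21 higher and 78 lower without CNT replicate 1.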

Whilst, only 12 genes showed reduced expression in RAdMock infected cells compared to untransduced cells (AdM/CNT). Hierarchical clustering analysis of those transcripts with absolute fold change (Fc) ≥2 and p value < 0.05 induced by mCD40L compared to sCD40L treatment indicates clusters of functionally annotated gene sets (Fig. 2C).

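The 387 genes past the study's criteria in AdnL/sL were scaled per gene to a mean of 0 and an SD of 1 over the 12 arrays and the arrays were clustered (Euclidean distance, average linkage). The first division set the 3 AdnL arrays apart from the other 9, and at 4 clusters each held the 3 arrays of a single group. Among the 271 higher genes, such as CCL5 and ICAM1, the mean scaled value was 1.60 ± 0.05 (SD over genes) in AdnL, -0.41 ± 0.22 in sL, -0.57 ± 0.17 in AdM and -0.62 ± 0.21 in CNT. Among the 116 lower genes, such as PADI2 and TOP2A, it was -1.52 ± 0.13 in AdnL, 0.70 ± 0.28 in sL, 0.43 ± 0.25 in AdM and 0.39 ± 0.34 in CNT. AdnL had the highest group mean for each of the 271 higher genes and the lowest for each of the 116 lower genes. The genes were chosen on the AdnL and sL arrays, so that their separation from each other follows from the choice, whereas the AdM and CNT arrays took no part in it except through the shared estimate of the spread.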

**Figure 2:**
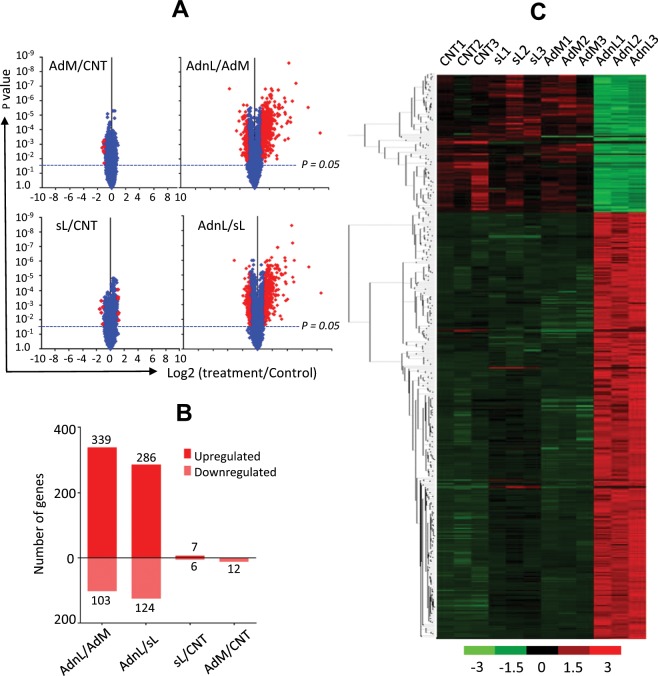
Microarray gene expression analysis. Gene expression levels were analysed by the Affymetrix Expression Console software with the RMA-sketch workflow as a default settings. **(A)** Normalized microarray data (Treatment vs Control) were visualised by GraphPad 7 Volcano blot analysis with blue-coloured squares representing genes with either P value > 0.05 and/or expression Fc < 2 compared to control treatment, red-coloured squares represent those with ≥2 Fc and P value ≤ 0.05. **(B)** Chart indicating the number of significantly altered genes (≥2 Fc with P value < 0.05) in RAdnCD40L-infected cells compared to RAdMock cells (AdnL/AdM), RAdnCD40L-infected cells compared to sCD40L (AdnL /sL), RAdMock-infected cells compared to untreated cells (AdM/CNT) and sCD40L-treated compared to untreated cells (sL/CNT). **(C)** Significantly altered genes (≥2 Fc and P value ≤ 0.05) were visualised by hierarchical clustering heat map highlighting the differential expression levels between AdnL compared to AdM, sCD40L (sL: 1 µg/ml) treated and untreated control (CNT) cells. Gene expression values were row-scaled to have mean value of 0 and standard deviation of 1.

To assist interpretation, gene ontology enrichment (GO) analysis of those transcripts either upregulated (286 genes) or downregulated (124 genes) by mCD40L compared to sCD40L treatment was performed utilising the web-available protein-protein interaction networks String database (https://string-db.org). The top 10 functional pathways of the upregulated genes were predominantly implicated in immune-related functions, whilst those of downregulated genes appeared to be critical for cell cycle and proliferation (Fig. 3 and Supplementary Data 1 and 2 respectively).

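Genes of cell division fell together in AdnL/sL. Of 53 genes of the G2/M phase measured, 50 fell and 1 rose (51 and 1 when adjusted over the list alone), at a median log2 fold change of -0.82. They included TOP2A, the topoisomerase that untangles chromosomes, HJURP, a chaperone of centromeric histone (-1.09 on the log2 scale), ANLN, which acts in cytokinesis (-1.37), and the phosphatase gene CDC25C (-1.24), and the gene that rose was RANGAP1 (0.47), which acts in nuclear transport and was named after its values were seen. Of 41 S phase genes 34 fell and none rose (37 when adjusted over the list alone), at a median of -0.66, with TYMS, which makes thymidylate, at -0.91 (SE 0.08, adjusted p = 8.9e-07), and CDC45, MCM2 and MCM4 of the replicative helicase at -0.99, -0.82 and -0.83. Of 44 replication-dependent histone genes, which are expressed in S phase, 31 fell and 1 rose (34 and 1 when adjusted over the list alone). H2BC14 was at -1.46, H1-5 at -1.38, H2BC9 at -1.27 and H3C8 at -1.18, and the gene that rose was H2BC12 (1.36), named after its values were seen. Histone genes are near-identical in sequence, so that their probes may share signal. Averaged over the list, the histone genes had a log2 value of 7.49 ± 0.04 (SD, n = 3) in AdnL, 8.18 ± 0.07 in sL, 8.16 ± 0.06 in AdM and 8.14 ± 0.04 in CNT, and the G2/M genes 7.79 ± 0.07 in AdnL against 8.61 ± 0.10, 8.54 ± 0.13 and 8.57 ± 0.11. The S phase genes were at 7.50 ± 0.07 in AdnL, 8.19 ± 0.10 in sL, 8.05 ± 0.14 in AdM and 8.27 ± 0.15 in CNT, so that their mean was lower in AdM than in CNT as well. Their median log2 fold change was -0.51 in AdnL/AdM, where 29 fell, and 18 fell in the interaction. Camera called the 3 lists lower, with adjusted p = 5.6e-31 for G2/M, 1.7e-21 for S phase and 5.8e-21 for histones. With an estimated correlation the adjusted p was 0.029, 0.064 and 0.018, so that the call of the S phase list was lost. Among the 116 genes lower at the study's criteria, 15 were G2/M genes and 14 were histone genes (Fisher's exact test, two-sided, adjusted p = 5.1e-20 and 8.8e-20).
Lists of immune function moved the other way. All 8 of the lists for MHC class I presentation, leukocyte adhesion ligands, chemokines, cytokines, cytokine receptors, co-stimulatory and checkpoint molecules, the NF-kappaB pathway and type I interferon-stimulated genes were called higher by camera with the preset correlation, and the call of the cytokine list was lost with an estimated correlation (adjusted p = 0.064). The list for MHC class II presentation was called higher too (camera, adjusted p = 0.011), and this call was lost with an estimated correlation (adjusted p = 0.23). The lists stood in for gene ontology terms, which were not used here, and were fixed before the data were examined. Several match categories that the paper names from these arrays. They hold genes the paper had chosen there, such as CCL5, ICAM1 and TOP2A, so that their tests are not independent of its findings. From the enrichment of its own up- and downregulated genes the paper states that the upregulated genes were mainly of immune function and that the downregulated ones appeared to belong to cell cycle and proliferation.

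**Figure D2:**
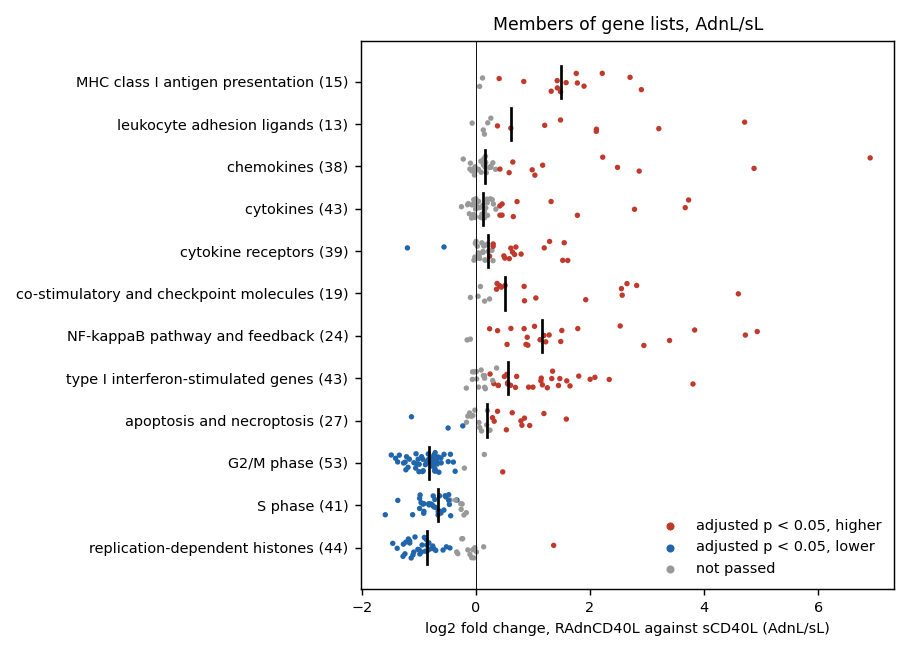
Log2 fold change in AdnL/sL (horizontal axis) of the members of 12 gene lists (rows, number measured in brackets), each point a gene, red and blue where it rose or fell at an adjusted p under 0.05 and grey where it did not pass, with the list's median as a black bar. Medians lie above 0 for the immune lists and between -0.66 and -0.86 for the G2/M, S phase and histone lists.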

**Figure 3:**
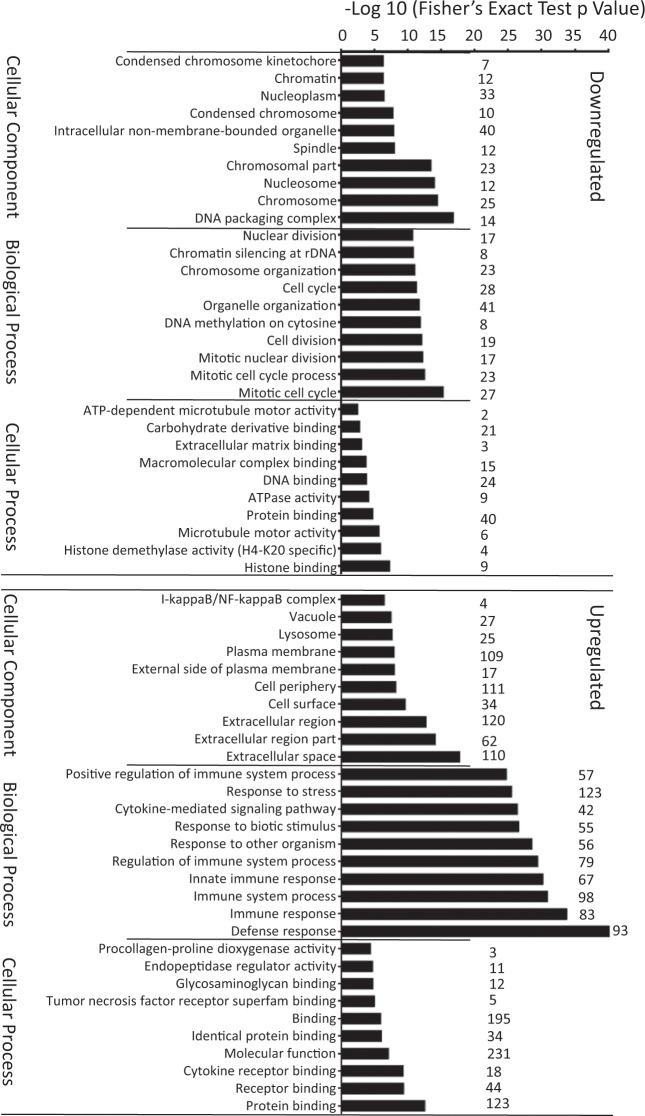
Gene annotation enrichment of differentially altered transcripts in RAdnCD40L-transfected T24 cells compared to sCD40L-treated cells. Transcripts with significant alteration (≥2 Fc and P value ≤ 0.05) in RAdnCD40L-transfected T24 cells compared to sCD40L-treated cells were analyzed by the online-available string software http://string-db.org/ for pathways enrichment. The top 10 significant pathways in either upregulated or downregulated transcripts with the number of genes in each pathway are highlighted by Fisher’s exact test p value analysis.

### MCD40L induces higher expression of transcripts involved in immune responses compared to sCD40L in CD40-expressing carcinoma cells

Results from gene ontology enrichment analysis suggest that mCD40L upregulates the immune-activation machinery. Therefore, we validated the expression of a selection of transcripts (Table 1) including genes with critical roles in antigen processing and presentation, cell adhesion molecules, cytokines, cytokine receptors, chemokines and co-stimulatory molecules. Thus, T24 cells were infected with RAdnCD40L or treated with sCD40L and gene expression validation was carried out at the transcriptional level (Fig. 4A) by qRT-PCR techniques and at the protein level (Fig. 4B) by western blot analysis, with significant correlation with the corresponding microarray data (Fig. 4C). Furthermore, some of the genes negatively regulated by mCD40L (Table 1), including peptidyl arginine deiminase, type II (PADI2), the most negatively affected transcript (Fc, 8.82; P = 3.07 × 10^−11^), topoisomerase (DNA) II alpha (TOP2A), Slit guidance ligand 2 (SLIT2) and protein tyrosine phosphatase, receptor type, U (PTPRU) were also validated by RT-PCR. 

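In AdnL/sL, members of the lists of antigen presentation, adhesion, chemokines and NF-kappaB rose. Of 15 genes of MHC class I presentation 13 rose and none fell (13 when adjusted over the list alone), at a median log2 fold change of 1.49, with the immunoproteasome genes PSMB9 and PSMB8 at 2.90 and 2.22 and the transporter gene TAP1 at 2.70 (SE 0.09). Of 12 genes of MHC class II presentation 3 rose and HLA-DMB fell (3 and 1 when adjusted over the list alone). IFI30 and CTSS, which act on antigens in lysosomes, were at 2.34 and 1.76, and the camera call of this list (adjusted p = 0.011) was lost with an estimated correlation (adjusted p = 0.23). Among 13 ligands of leukocyte adhesion 8 rose and none fell (8 when adjusted over the list alone), with SELE, the endothelial selectin, at 2.11 (SE 0.12, adjusted p = 2.5e-08) besides ICAM1, VCAM1 and ALCAM. Of 38 chemokines 11 rose and none fell (11 when adjusted over the list alone), with the neutrophil chemokines CXCL1 and CXCL2 at 2.86 and 2.48 and a median over the list of 0.17. Of 43 cytokines 11 rose and none fell (12 when adjusted over the list alone), with EBI3, a subunit of IL-27 and IL-35, at 3.73 (SE 0.12, adjusted p = 3.8e-11) and IL6 at 2.78 (SE 0.21, adjusted p = 2.6e-07). Of 39 cytokine receptors 16 rose and 2 fell (16 and 2 when adjusted over the list alone), among them IFNGR2 and IFNAR2, subunits of the interferon receptors, at 1.55 and 1.52, IL10RB at 1.20 and IL15RA at 1.29. Of 19 co-stimulatory and checkpoint molecules 14 rose and none fell (15 when adjusted over the list alone), with CD83, a marker of mature dendritic cells, at 2.57 and CD40 itself at 2.55 (SE 0.09, adjusted p = 8.5e-11). In the NF-kappaB list 22 of 24 genes rose and none fell (22 when adjusted over the list alone), at a median of 1.16, and of 43 type I interferon-stimulated genes 28 rose and none fell (29 when adjusted over the list alone), with IFI35 at 2.00, MX1, an antiviral GTPase, at 2.34 and DTX3L at 1.65.
At an unadjusted p under 0.05 the number lower was 0 for MHC class I, 0 for adhesion ligands, 0 for chemokines, 0 for cytokines, 0 for co-stimulatory molecules, 0 for NF-kappaB and 0 for interferon-stimulated genes. With an estimated correlation camera gave adjusted p = 0.001 for MHC class I, 0.0043 for adhesion ligands, 0.029 for chemokines, 0.018 for cytokine receptors, 0.0099 for co-stimulatory molecules, 1.3e-04 for NF-kappaB and 0.001 for interferon-stimulated genes. For cytokines the call was lost (adjusted p = 1.7e-05 with the preset correlation and adjusted p = 0.064 with an estimated correlation). Of 12 leukocyte markers, 1 rose (ITGAM, 0.34) and none fell, while 3 were higher and 0 lower at an unadjusted p under 0.05. Of 12 endothelial and fibroblast markers none passed limma's test at an adjusted p under 0.05. At an unadjusted p under 0.05, 1 of these was higher and 1 lower. Neither list was called by camera (adjusted p = 0.12 and 0.12).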

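Of the 15 genes of Table 1 measured here, 11 rose and 4 fell in AdnL/sL. The study chose these genes on these arrays, so that their direction is not independent evidence. CCL5 was low in CNT (a log2 value of 5.13 ± 0.13, SD, n = 3), sL (5.47 ± 0.16) and AdM (5.17 ± 0.20) and reached 12.38 ± 0.06 in AdnL, a log2 fold change of 6.91 (SE 0.11, adjusted p = 5.3e-14) against sL. CCL20, which attracts dendritic and T cells, went from 4.56 ± 0.08 in sL to 9.43 ± 0.12 in AdnL, a log2 fold change of 4.88 (SE 0.09, adjusted p = 1.7e-13). ICAM1 was at 6.88 ± 0.14 in CNT, 7.77 ± 0.13 in sL, 6.92 ± 0.11 in AdM and 12.48 ± 0.02 in AdnL, and rose in sL/CNT as well (log2 fold change 0.88 (SE 0.10, adjusted p = 3.4e-04)). CSF1, the growth factor of macrophages, was 12.7-fold higher in AdnL than in sL (log2 fold change 3.67 (SE 0.09, adjusted p = 2.8e-12)) and VCAM1, an adhesion ligand of lymphocytes, 9.23-fold higher in AdnL than in sL (log2 fold change 3.21 (SE 0.18, adjusted p = 1.2e-08)). ICOSLG, the ligand of the T cell co-stimulator ICOS, was 7.06-fold higher and IFI30, a lysosomal thiol reductase, 5.08-fold higher (adjusted p = 7.1e-10 and 3.4e-10). TAP2, the partner of TAP1 in peptide transport, was 3.72-fold higher (SE 0.09 on the log2 scale, adjusted p = 2.0e-09), and its 3 transcript clusters gave folds from 3.72 to 3.73. TNF was 3.43-fold, the adhesion molecule gene ALCAM 2.8-fold and B2M, the light chain of MHC class I, 2.69-fold higher (adjusted p = 6.9e-08, 4.4e-06 and 9.5e-07). In sL/CNT, IFI30, ICOSLG, B2M and CSF1 rose besides ICAM1 (1.81-, 1.72-, 1.65- and 1.33-fold, adjusted p = 3.2e-04, 0.0021, 0.0038 and 0.019). CSF1 lost this call in a fit of the sL and CNT arrays alone (adjusted p = 0.0823) and without CNT replicate 1, CNT replicate 2 or sL replicate 1 (adjusted p up to 0.0749). CCL5, CCL20, VCAM1, TAP2, TNF and ALCAM did not pass the test there. The test of the difference itself, (AdnL minus AdM) minus (sL minus CNT), was passed by each of the 11 genes that rose, with log2 values from 1.23 for ALCAM to 6.87 for CCL5. The sL means of CCL5, CCL20 and VCAM1 lie below the median of all values, 6.443, so that their folds may be understated.

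**Figure D3:**
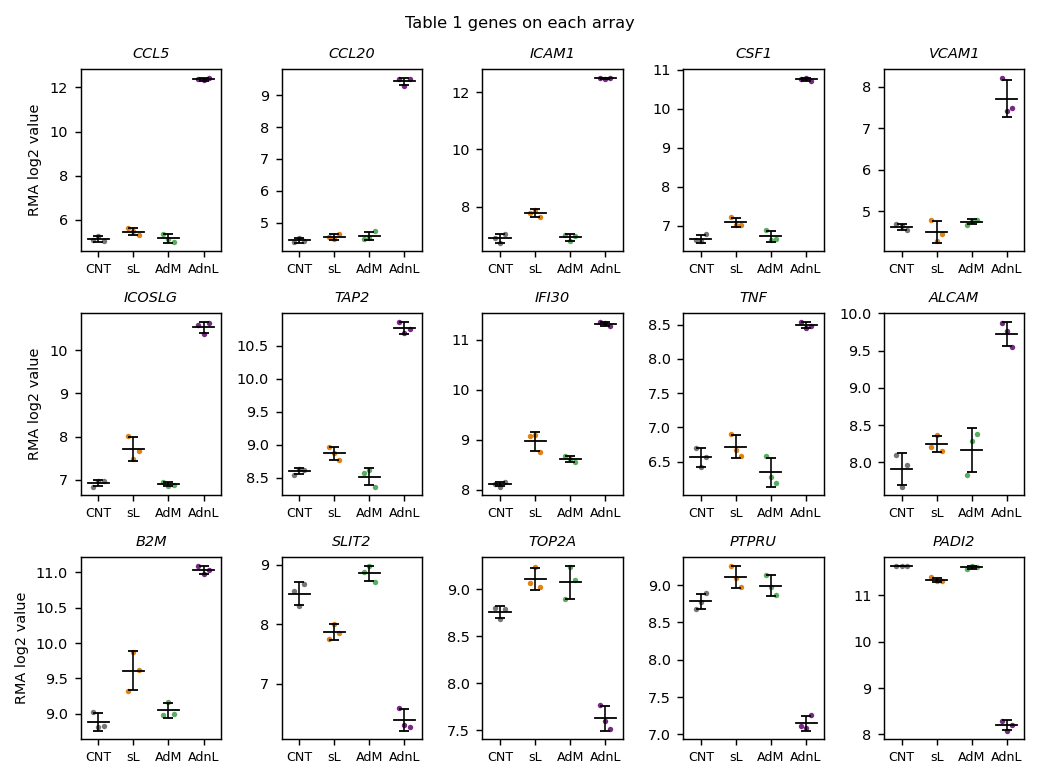
RMA log2 values (vertical axis, a scale of its own for each gene) of the 15 genes of Table 1 measured, in untreated (CNT), sCD40L-treated (sL), RAdMock-infected (AdM) and RAdnCD40L-infected (AdnL) cells. Points are arrays, bars the mean and whiskers the SD of 3 arrays. The AdnL arrays lie above the 9 others in the first 11 panels and below them in SLIT2, TOP2A, PTPRU and PADI2.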

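PADI2, which converts arginine to citrulline in proteins, was the gene with the largest fall of the 18417 genes tested in AdnL/sL. Its log2 value was 11.64 ± 0.0022 (SD, n = 3) in CNT, 11.34 ± 0.04 in sL, 11.60 ± 0.03 in AdM and 8.20 ± 0.10 in AdnL, which makes it 8.82-fold lower in AdnL than in sL (log2 fold change -3.14 (SE 0.08, adjusted p = 1.4e-12)) and 10.6-fold lower than in AdM. PTPRU, a receptor phosphatase of cell contacts, was 3.88-fold lower, at 7.15 ± 0.10 in AdnL and 9.11 ± 0.15 in sL (adjusted p = 6.3e-09). TOP2A was 2.79-fold lower, with 7.63 ± 0.13 in AdnL and 9.11 ± 0.11 in sL (adjusted p = 1.5e-07), and SLIT2 was 2.77-fold lower (adjusted p = 6.3e-07). In sL/CNT, PADI2 fell by 0.30 on the log2 scale (adjusted p = 0.032), a call that was lost in a fit of the sL and CNT arrays alone (adjusted p = 0.115) and without any 1 of these arrays but sL replicate 1 (adjusted p up to 0.0861), whereas TOP2A and PTPRU had log2 fold changes of 0.35 and 0.33 that did not pass the test (adjusted p = 0.062 and 0.072).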

RT-PCR analysis of PADI2, TOP2A, SLIT2 and PTPRU indicate reduced expression corresponding to the microarray data (Fig. 4D).

**Table 1:** Expression validation of a selection of genes differentially expressed by mCD40L compared to sCD40L (RAdnCD40L/sL).

Gene Description	ID	RefSeq	P-value	Fc
Chemokine (C-C motif) ligand 5	CCL5	NM_001278736	8.45E-14	120.35
Chemokine (C-C motif) ligand 20	CCL20	NM_001130046	1.01E-12	29.37
Intercellular adhesion molecule 1	ICAM1	NM_000201	1.13E-12	26.2
Colony stimulating factor 1 (macrophage)	CSF1	NM_000757	9.65E-12	12.73
Vascular cell adhesion molecule 1	VCAM1	NM_001078	8.05E-08	9.23
Inducible T-cell co-stimulator ligand	ICOSLG	NM_001283050	5.66E-09	7.06
Transporter 2, ATP-binding cassette	TAP2	NM_000544	1.71E-09	5.12
Interferon, gamma-inducible protein 30	IFI30	NM_006332	2.67E-09	5.08
Tumor necrosis factor	TNF	NM_000594	1.99E-08	3.43
Colony stimulating factor 2 (granulocyte-macrophage)	CSF2	NM_000758	7.05E-08	3.08
Major histocompatibility complex, class I, F	HLA-F	NM_001098478	2.00E-07	2.86
Activated leukocyte cell adhesion molecule	ALCAM	NM_001243280	1.66E-07	2.8
Beta-2-microglobulin	B2M	NM_004048	1.54E-06	2.69
Slit guidance ligand 2	SLIT2	NM_001289135	3.08E-07	−2.77
Topoisomerase (DNA) II alpha	TOP2A	NM_001067	9.76E-08	−2.79
Protein tyrosine phosphatase, receptor type, U	PTPRU	NM_001195001	9.26E-09	−3.88
Peptidyl arginine deiminase, type II	PADI2	NM_007365	3.07E-11	−8.82

**Figure 4:**
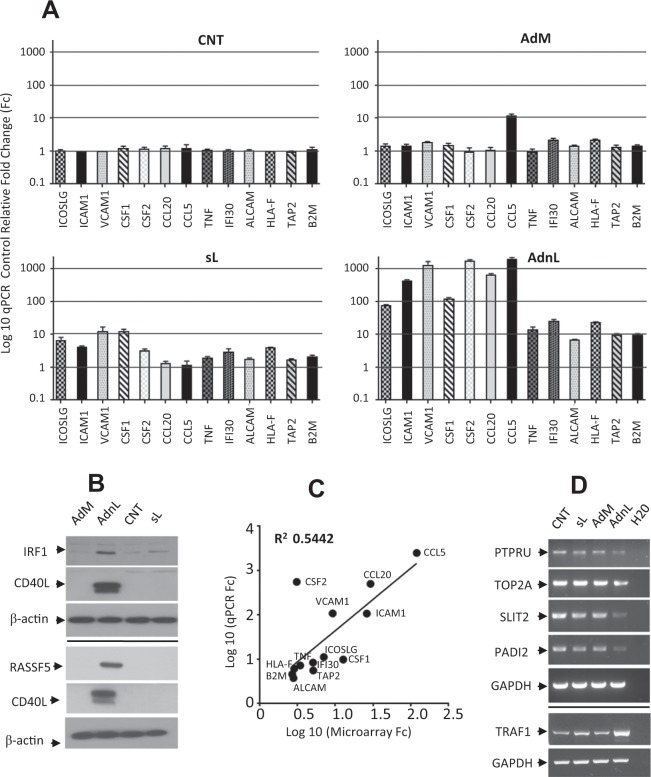
Microarray results validation. T24 cells were infected with 50 MOI of either RAdnCD40L (AdnL) or RAdMock (AdM) or treated with sCD40L (sL) at a concentration of 1 µg/ ml for 24 hours or left untreated as a control (CNT). (**A**) Expression levels of the indicated transcripts were examined utilising cDNA synthesised from total RNA isolated from cells by qRT-PCR technique. Results represent the mean of three replicate pairs ± SD. (**B**) 50 µg of total cell lysates were examined by western blot analysis for IRF1, RASSF5 and CD40L expression, β-actin was examined to ensure equal inputs. (**C**) Correlation analysis of qPCR and microarray results of the qPCR-selected transcripts. (**D**) RT-PCR analysis of PTPRU, TOP2A, SLIT2, PADI2 and TRAF1 transcripts were also examined utilising cDNA as a template. GAPDH was examined to ensure equal cDNA input across different treatment.

In line with our previous findings, indicating that mCD40L induces cell death in CD40 positive carcinomas by influencing the balance between apoptotic and survival signals, through posttranscriptional stabilization of TNFR-associated factor 3 (TRAF3) and destabilization of TRAF6, with no evidence of mCD40L inducing transcriptional activity in regards to TRAF3 and TRAF6^12^, no changes in the transcriptional levels of TRAF2, TRAF3, TRAF5 and TRAF6 have been detected, however TRAF1 was upregulated in RAdnCD40L compared to sCD40L (AdnL/sL; FC 30.5: p = 2.8 × 10^13^) and confirmed as well by RT-PCR analysis (Fig. 4D). Furthermore, we have also shown previously that mCD40L-induced NORE1A (RASSF5) expression contributes to mCD40L-induced cell death in JNK-independent mechanism^13^. Indeed RAdnCD40L but not sCD40L induced RASSF5 expression at the transcriptional level (AdnL/sL; FC 9.6: p = 1.62 × 10^−12^), that has been confirmed by western blot analysis (Fig. 4B).

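TRAF1 had log2 values of 5.40 ± 0.14 (SD, n = 3) in CNT, 5.59 ± 0.07 in sL and 5.43 ± 0.20 in AdM, and reached 10.52 ± 0.05 in AdnL. This is a log2 fold change of 4.93 (SE 0.10, adjusted p = 3.6e-13) in AdnL/sL. TRAF3, an adaptor that restrains non-canonical NF-kappaB signalling, rose by a smaller amount, 1.31-fold in AdnL/sL (log2 fold change 0.39 (SE 0.09, adjusted p = 0.0066)) and 1.85-fold in AdnL/AdM (log2 fold change 0.89 (SE 0.09, adjusted p = 6.3e-06)), with group values of 8.25 ± 0.04 in AdnL, 7.86 ± 0.13 in sL, 7.37 ± 0.13 in AdM and 7.61 ± 0.07 in CNT. TRAF5 had a log2 fold change of 0.26 (SE 0.09, adjusted p = 0.062) in AdnL/sL, which did not pass the test, and rose in AdnL/AdM, at 0.47 (SE 0.09, adjusted p = 0.0022). TRAF6, which links CD40 to kinase signalling, did not pass in AdnL/sL, at 0.13 (SE 0.12, adjusted p = 0.51), and was at 0.44 (SE 0.12, adjusted p = 0.021) in AdnL/AdM, where it did not pass without AdnL replicate 2 or 3 or AdM replicate 1 or 3 (adjusted p = 0.0608, 0.0893, 0.0552 and 0.0955). Of the 6 TRAF genes measured, 3 rose and none fell in AdnL/sL (4 when adjusted over the list alone), the third being TRAF4 at 0.36 (SE 0.08, adjusted p = 0.0058). None of them but TRAF1 reached a 2-fold change in either comparison. In sL/CNT none of the 6 passed limma's test, over the genes tested or over the list alone, and TRAF3 was higher there at an unadjusted p under 0.05.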

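RASSF5, an adaptor of RAS with pro-apoptotic activity, had log2 values of 5.31 ± 0.22 (SD, n = 3) in CNT, 5.08 ± 0.33 in sL, 5.31 ± 0.10 in AdM and 8.57 ± 0.18 in AdnL. The values in CNT, sL and AdM lie below the median of all values, 6.443, and were not shown to be above background, so that the folds that follow may be understated. The array values of RASSF5 were 11.3-fold higher in AdnL than in sL (log2 fold change 3.50 (SE 0.15, adjusted p = 1.0e-09)) and 9.61-fold higher in AdnL than in AdM (log2 fold change 3.26 (SE 0.15, adjusted p = 1.6e-09)). In sL/CNT it did not pass the test, at -0.23 (SE 0.15, adjusted p = 0.39), and the interaction was 3.50 (SE 0.22, adjusted p = 1.0e-07). RASSF4 was the other of 10 RASSF genes that rose in AdnL/sL, at 1.23 (SE 0.13, adjusted p = 1.1e-05), and none fell (2 rose when adjusted over the list alone). IRF1, a transcription factor of interferon responses that was examined with RASSF5 in Fig. 4B, was 13.4-fold higher in AdnL than in sL, with log2 values of 10.58 ± 0.07 in AdnL and 6.83 ± 0.25 in sL (log2 fold change 3.75 (SE 0.12, adjusted p = 4.3e-11)), and did not pass the test in sL/CNT, at 0.10 (SE 0.12, adjusted p = 0.66). Among 27 genes of apoptosis and necroptosis 11 rose and 3 fell in AdnL/sL (12 and 3 when adjusted over the list alone). The risers included the death receptor gene FAS at 0.94 and CASP8, the caspase it recruits, at 0.85, but also CFLAR, which encodes the caspase-8 inhibitor c-FLIP, at 1.19, and CASP4, an inflammatory caspase, at 1.59. Camera called the list higher (adjusted p = 0.0011, and adjusted p = 0.029 with an estimated correlation).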

### MCD40L enhances dendritic cell (DC) maturation and activation

The importance of dendritic cells (DC) as professional antigen presenting cells (APC) stimulating cytotoxic T lymphocytes is well-established^15^. This requires DC maturation and activation. Following antigen uptake, DC undergo phenotypic alteration and express higher levels of co-stimulatory molecules including CD54, CD83, CD80 and CD86^16^. Activation of CD40 on DC surface induces functional maturation and enhances the capacity of DC to induce T cell proliferation and secretion of cytokines including IL-1, IL-6, IL-8, IL10, IL12 and TNF-α^17–19^.

Our finding that mCD40L significantly up-regulates expression of several transcripts involved in immune responses in CD40-expressing carcinoma cells promoted us to investigate the effects of mCD40L compared with sCD40L on DC maturation and activation. Thus, immature DC were generated from CD14 + monocytes isolated from peripheral blood of at least 5 different healthy donors by culturing with IL4 + GM-CSF for 5 days. Immature DC were then co-cultured with the CD40- pancreatic cell line CFPAC-1 cells either transduced with RAdnCD40L, or treated with sCD40L or with maturation cocktail (MC: IL-1β, 25 ng/mL, TNFα, 50 ng/mL, IFNγ, 1000 U/mL, IL-6, 1000 U/mL, PGE2, 10^−6^ M, LPS, 100 µg/mL) as a positive control. After 24 hours, DC were retrieved from the co-cultures or left for a further 24 hours. Retrieved DC were examined for cell surface maturation and activation molecules including CD40, CD83, HLA-DR, CD54 and CD86 by FACS analysis. IL-12 and IL-10 in co-culture media samples collected at 24 and 48 hours were also assayed by ELISA.

As shown in Fig. 5, DC co-cultured with CFPAC-1 cells expressing mCD40L exhibited higher expression levels maturation and activation (Fig. 5A) with higher detection levels of IL-12 and IL-10 in samples collected at 24 and 48 hours points (Fig. 5B) compared to sCD40L. However, mCD40L-induced maturation and activation of DC were comparable to those induced by MC, indicating enhanced DC activation by mCD40L over sCD40L. This was clearly attributable to mCD40L expression since RAdMock-transduced or untransduced CFPAC-1 cells failed to induce DC maturation. To confirm that CFPAC-1 cells were transduced with equal amounts of RAdMock and RAdnCD40L, the expression levels of mCD40L and GFP were examined by FACS analysis. As shown in Fig. 5C, similar levels of GFP expression were detected in both RAdMock and RAdnCD40L-infected cells, with mCD40L only expressed in RAdnCD40L-infected cells.

**Figure 5:**
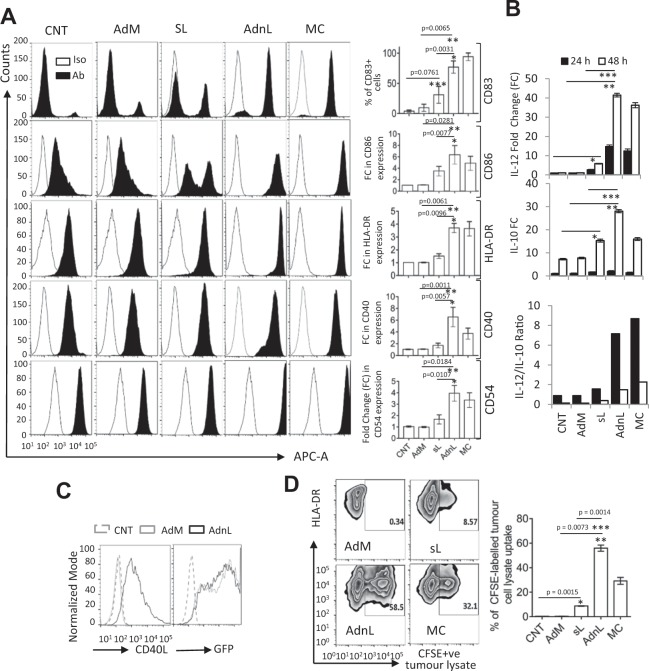
DC maturation and activation by mCD40L. Immature DC (iDC) were co-cultured with CFPAC-1 cell pre-transduced with 50 MOI RAdMock (AdM) or RAdnCD40L (AdnL) or treated with sCD40L (sL; 1 µg/ml) or the maturation cocktail (MC) as a positive control. Activated DC were retrieved from the co-cultures after 24 h for FACS analysis or left for a further 24 h for culture media sampling. **(A)** Expression of CD40, CD83, HLA-DR, CD54 and CD86 were examined by FACS analysis on DC retrieved after 24 hours from different co-cultures. Matching isotype antibodies (Iso) staining were also conducted to ensure the specificity of the utilised antibodies (Abs) in detecting target expression. Results represent the mean of three biological experiments ± SD. Two-tailed t-test analysis of AdL/sL*, AdnL/AdM** and sL/CNT***. (**B**) IL-12 and IL-10 were quantified by ELISA within samples collected from different co-cultures at 24 and 48 hours points. Results mean of three biological experiments ± SD. Two-tailed t-test analysis of sL/CNT* (IL-12; 24 h, p = 0.0032; 48 h, p = 0.0046: IL-10; 24 h, p = 0.0.0318; 48 h p = 0.0059), AdnL/AdM** (IL-12; 24 h, p = 0.0014; 48 h, p = 0.0016: IL-10; 24 h p = 0.0.0051; 48 h p = 0.0049) and AdnL/sL*** (IL-12; 24 h p = 0.0037; 48 h p = 0.0017: IL-10; 24 h p = 0.0.0037; 48 h p = 0.0016). **(C)** Activated DC pulsed with CFSE-labelled necrotic CFPAC-1 cells at 1:1 ratio for 1 h at 37 °C, were analyzed by FACS analysis for CFSE uptake. Results represent the mean of three biological experiments ± SD. Two-tailed t-test analysis comparing sL/CNT*, AdnL/AdM** and AdnL/sL***. (**D**) mCD40L expression was examined in AdnL-transduced CFPAC-1 cells in addition to GFP to ensure equal adenoviral infection compared to AdM control.

To examine the tumour antigens uptake capacity of activated DC generated across different treatments, activated DC were pulsed with equal amount of CFSE-labelled necrotic CFPAC-1 cells at 1:1 ratio for 1 h at 37 °C, followed by FACS analysis for CFSE uptake. As shown in Fig. 5D mCD40L-activated DC exhibited significantly higher CFSE-labelling compared with those activated by MC, whilst sCD40L-activated DC exhibited only limited antigen-uptake. Taken together, these results indicate that mCD40L induces effective functional DC activation significantly more than sCD40L.

### mCD40L-activated DC enhance T-cell proliferation and cytotoxic T lymphocyte (CTL) response compared with sCD40L

To assess the ability of mCD40L-activated DC to stimulate T cell proliferation, retrieved DC from different treatment were pulsed with CFPAC-1 cell lysate at a ratio of 1:5 (DC: tumour cell equivalent) for 24 hours. Tumour-loaded DC were incubated with CFSE-labelled autologous CD3+ T cells at a responder to-stimulator (R:S) T-cell/DC ratio of 10:1. To evaluate the T cells response on day 5, we analyzed CD3+ T cells for CD8+ T cells by gating CFSE negative or low stained CD3 + CD8+ T cells utilizing anti-CD3-pacific blue and anti-CD8-AlexaFluor 700 respectively, based on CFSE dilution^20^ as a result of T cell proliferation compared with CFSE strong staining of unproliferated T cells. A minimum of 100,000 CD3 + cells were analyzed for CD8 + populations by flow cytometry. The results were expressed as the percentage of CFSE low or negative cells relative to CD3 + CD8+ T cells.

As shown in Fig. 6A, incubation of CFPAC-1 tumour lysate-loaded mCD40L-activated DC loaded with autologus CD3+ T cells stimulated higher percentage of CD3+ T cell proliferation into CD8+ T cells compared with MC-activated DC, however significantly higher than those stimulated with sCD40L-activated DC or DC isolated from RAdMock-transduced CFPAC-1 co-culture, or untreated CD3+ T cells. To evaluate the functional cytotoxic activity of these *in vitro* expanded T cells, we examined CD107a degranulation and intracellular IFN-γ production. The importance of CD107a degranulation for immediate lytic function by T lymphocytes is well-recognized^21^. Thus, proliferated T cells in response to CFPAC-1-tumour lysate-loaded activated DC generated across different treatments were stimulated with irradiated cell lysate-loaded autologous PBMC. GolgiStop and anti-CD107a PE Ab were added 1 hour after stimulation and incubated for 5 hours. Retrieved T cells were stained with anti-CD3-Pacific blue, anti-CD4-FITC and anti-CD8-AlexaFluor 700. Following fixation and permeabilization with Cytofix/Cytoperm solution, cells were stained with anti-IFN-γ APC and analysed for CD3+ CD8+ CD4− cells with positive CD107a and IFN-γ staining.

**Figure 6:**
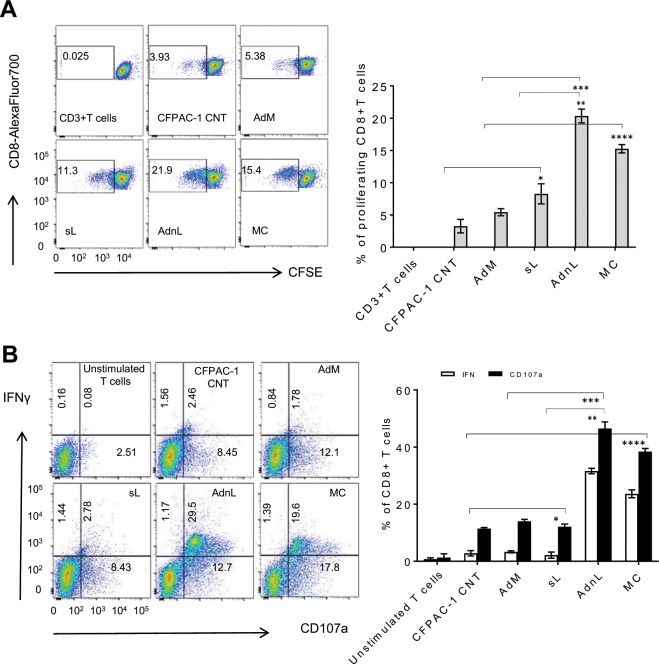
T-cell proliferation and cytotoxic response to mCD40L-activated DC compared with sCD40L. DC co-cultured for 24 hours with CFPAC-1 cells (CFPAC-1 CNT) alone or CFPAC-1 cells pre-transduced with 50 MOI RAdMock (AdM) or RAdnCD40L (AdnL) or treated with sCD40L (sL; 1 µg/ml) or the MC were retrieved and loaded with CFPAC-1 tumour lysate. (**A**) CFSE-labelled autologus CD3+ T cells were incubated with tumour cell lysate-loaded DC at a responder to-stimulator (R:S) T-cell/DC ratio of 10:1 for 5 days or cultured alone as a negative control. Retrieved CD3+ T cells were examined for CD8+ T cells by gating CD3 + CD8+ T cells population utilizing anti-CD3-Pacific blue and anti-CD8-Alexa Fluor 700. CD8+ T cells were selected by gating CD3 and CD8 double stained cells with negative or low CFSE. The results were expressed as the percentage of CFSE negative or low cells with Pacific blue and Alexa Fluor 700 positive staining and represent the mean of three biological experiments ± SD. Two-tailed t-test analysis comparing different treatments including sL/CNT*(p = 0.1515, p = 0.0334), AdnL/sL**(p = 0.0059, p = 0.0148), AdnL/AdM*** (p = 0.0083,p = 0.0132) and MC/CNT****(p = 0.0091, p = 0.0024). (**B)** *In vitro* expanded T cells obtained from co-culture with DC loaded with tumour lysate for 7 days were stimulated for 5 hours with irradiated CFPAC-1 cell lysate-loaded autologous PBMCs. Unstimulated CD3+ T cells were used as a negative control (unstimulated T cells). Protein transport inhibitor, GolgiStop and anti-CD107a PE Ab were added 1 hours after stimulation. Cells were stained with anti-CD3-Pacific blue, anti-CD8-AlexaFluor 700 and anti-IFN-γ APC. Anti-CD3, -CD8 positive stained were gated by flow cytometery and analyzed for CD1017a and IFN-γ positive staining cells. Results represent the mean of three biological experiments ± SD. Two-tailed t-test analysis comparing different treatments including sL/CNT* (p = 0.3671, p = 0.5739), AdnL/sL** (p = 0.0043, p = 0.0025), AdnL/AdM*** (p = 0.0008, p = 0.0068) and MC/CNT**** (p = 0.0066, p = 0.0026) for IFN-γ and CD1017a positive cells respectively.

As shown in Fig. 6B, T cells expanded via mCD40L-activated DC exhibited a higher percentage of CD107a degranulation and IFN-γ production compared to sCD40L, indicating that mCD40L-activated DC are functionally active and are capable of inducing increased T cell proliferation and cytotoxic response compared to sCD40L-activated DC.

## Discussion

In immune cells, CD40-CD40L interaction is critical in orchestrating immune responses including DC maturation and activation with ability to initiate T-cell responses^22^.

However, in CD40 + carcinomas, CD40 ligation via mCD40L but not sCD40L has been reported to induce cell cycle arrest and apoptosis^11–14^, through a mechanism involves constitutive activation of the pro-apoptotic JNK pathway and downregulation of PI3K^11,12^, a known anti-apoptotic effector and regulator of gene expression^23^.

In line with that, mCD40L but not sCD40L induced cell death in the CD40+ T24 cells. However, sCD40L-induced cell death required protein synthesis inhibition by CHX, suggesting that sCD40L induces potent survival signals capable of suppressing its pro-apoptotic effects. CHX treatment appears not only shifting the balance between sCD40L-induced survival and pro-apoptotic signals by disrupting the survival signals but also by enhancing the pro-apoptotic JNK activation by prolonging its activity, a critical requirement in mCD40L-induced cell death.

In view of broadly understanding the differential effects of CD40 ligation by mCD40L versus sCD40L, we compared the T24 cells transcriptome following CD40 ligation by sCD40L (24 h) and mCD40L (24 h), and by subjecting our microarray data to absolute fold change (Fc) ≥ 2 and p value < 0.05, we ensured that only significant transcriptional changes are selected. Furthermore, by utilising the gene ontology enrichment (GO) analysis we were able to categorise the differentially altered transcripts based on the significance of their functional pathways. Where, the top 10 significant functional pathways of those upregulated or downregulated by mCD40L compared to sCD40L were identified. Upregulated transcripts were predominantly implicated in immuno-related functions, while those downregulated were pivotal for cell cycle and proliferation (Fig. 3). 

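SLIT2, a secreted guidance protein, was lower with either form of the ligand than with its own control. Its log2 value was 6.40 ± 0.18 (SD, n = 3) in AdnL and 8.85 ± 0.13 in AdM, a log2 fold change of -2.46 (SE 0.12, adjusted p = 2.3e-09) or a 5.48-fold lower level, and 7.87 ± 0.13 in sL against 8.51 ± 0.19 in CNT, a log2 fold change of -0.65 (SE 0.12, adjusted p = 0.0067). The fall with the membrane-bound ligand was larger by a log2 difference of -1.81 (SE 0.17, adjusted p = 6.5e-06) in the interaction test.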

Interestingly, mCD40L not only upregulated genes enhancing immunostimulatory function but also downregulated those negatively impacting this process, such as SLIT2, which is involved in inhibition of chemotaxis and adhesion of monocytes to activated human endothelial cells and to immobilized ICAM-1 and VCAM-1 cells^24^.

To examine the transcriptional activity underlying mCD40L-induced cell death, we examined transcriptional changes of TNFR-associated factors (TRAFs) including TRAF1, 2,3,5 and 6, as CD40 lacks any intrinsic kinase activity and only rely on recruiting TRAFs to its cytoplasmic domain in order to convoy its signals^25–27^.

Interestingly, only TRAF1 among other TRAFs molecules including TRAF2, TRAF3, TRAF5 and TRAF6 was upregulated by mCD40L (AdnL/sL: Fc 30.5: p = 2.8 × 10^13^), reconfirming our previous observation that mCD40L induced JNK activation and PI3K down-regulation is mediated by post-transcriptional stabilization and destabilization of TRAF3 and TRAF6 respectively^11,12^. RASSF5 (NORE1A), another important molecule that mediates mCD40L-induced cell death in JNK-independent mechanism^13^ also was upregulated by mCD40L but not sCD40L (AdnL/sL; FC 9.6: p = 1.62 × 10^−12^). Taken together, these data further reassure our microarray results.

CD40 ligation on surface of immature DC promotes DC maturation and activation demonstrated by cytokine production, induction of costimulatory molecules on their surface, and cross-presentation of antigen^15,18^. However, for induction of higher level of Th1-polarizing cytokine IL-12 secretion by DC, a combination of CD40L and IFN-γ are required^28–30^. Indeed, DC stimulation with sCD40L alone appeared to be less efficient, demonstrated by low level of IL-12 secretion and reduced antigen-uptake capacity by sCD40L-activated DC. In contrast, mCD40L-activated DC not only enhanced the antigen-uptake but also induced higher levels of IL-12 secretion, albeit higher IL-10 was also observeed, however the IL-12:IL-10 ratio remains significant. In agreement with our results, CD40L-expressing DCs was reported to induce higher IL-12 expression compared to TNF-α activated DC, moreover addition of IL-10 did not compromise CD40L-induced DC activation^31^.

Efficient DC maturation and activation is a key checkpoint in priming T cells, with the nature of DC maturation influencing IL-12 induction^32^, a critical Th1 polarising cytokine^33^. DC maturation by CD40L is known not only to induces IL-12 production^28^, but also for its capacity to initiate Th1-type responses against tumours^34,35^.

Indeed, autologus CD3+ T cells strongly responded to CFPAC-1 tumour lysate-loaded mCD40L-activated autologus DC with higher percentage of proliferation into CD8+ T cells compared to sCD40L.

Furthermore, the positive correlation between levels of T cell proliferation with levels of CFPAC-1 tumour uptake by activated DC (Fig. 5D) across different treatments, suggests CD3+ T cells proliferated in response to CFPAC-1 tumour antigens, particularly that tumour-unloaded activated DC are known to be incapable of electing T cell response^36^.

In line with that, incubation of irradiated CFPAC-1 tumour-loaded autologous PBMCs with CFPAC-1 tumour specific CD3 + CD8+ T cells in response to CFPAC-1-tumour lysate-loaded mCD40L- activated DC stimulated CD3 + CD8+ T cells cytotoxic response and resulted in higher percentage of CD3 + CD8+ T cells with positive staining for IFN-γ and CD107a compared to those CFPAC-1 tumour specific CD3 + CD8+ T cells generated in response to CFPAC-1-tumour lysate-loaded DC activated through other treatments including sCD40L and MC. Where, CFPAC-1 tumour lysate-loaded RAdMock-activated autologus DC or control CFPAC-1 tumour lysate-loaded CFPAC-1 retrieved-DC were not efficiently matured to elicit T cell response indicating that our observed T cell response is a mCD40L-dependant. Furthermore, in our model we selected the CD40- CFPAC-1 cells to deliver mCD40L rather than a CD40 + cell line to avoid any potential confounding effects due to apoptotic induction by RAdnCD40L.

The mechanism by which mCD40L enhances immune responses is not yet fully understood, however it could be due to the signal potency delivered by mCD40L, given that mCD40L transduces prolonged signals compared to sCD40L in CD40 + carcinomas^12^. Furthermore, our microarray analysis revealed upregulation of STAT5a transcription by mCD40L compared to sCD40L (AdnL/sL; Fc 2.9, p = 6.1 × 10^−8^), STAT5a is key regulator of inflammatory cytokines gene expression including TNFα, interferon-γ (IFN-γ), and interleukin-6 (IL-6)^28^. 

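STAT5A had log2 values of 7.28 ± 0.10 (SD, n = 3) in AdnL, 5.73 ± 0.14 in sL, 5.44 ± 0.12 in AdM and 5.71 ± 0.28 in CNT, and was 2.93-fold higher in AdnL than in sL (log2 fold change 1.55 (SE 0.13, adjusted p = 7.1e-07)). It did not pass the test in sL/CNT, at 0.03 (SE 0.13, adjusted p = 0.93). STAT5B, its close paralog, fell in AdnL/sL, at -0.43 (SE 0.09, adjusted p = 0.0028). STAT3 and STAT6 had log2 fold changes of 0.20 and 0.15 and did not pass the test over all genes (adjusted p = 0.095 and 0.34). Over the 5 STAT genes measured, 1 rose and 1 fell, and 2 rose and 1 fell when adjusted over the list alone. The camera test did not call the list (adjusted p = 0.22), while limma's rotation test fry called it higher (adjusted p = 2.3e-04). Of the cytokine genes named in the same context, TNF and IL6 rose in AdnL/sL, 3.43-fold and 6.88-fold. The sL means of STAT5A and IL6 lie below the median of all values, 6.443, so that their folds may be understated. IFNG, which the rule for named genes did not take and which was named after its values were seen, did not pass the test, at a log2 fold change of -0.0036 (SE 0.13, adjusted p = 0.99).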

Inhibition of JAK3 pathway that mediates STAT5s expression in CD40-mediated DC maturation resulted in tolerogenic DC conversion^37^.

Thus, mCD40L expression in transduced tumour cells may induce apoptosis in CD40-expressing carcinomas, liberating tumour associated antigens for uptake by tumour-infiltrating dendritic cells. At the same time, mCD40L expression on tumour cells may directly stimulate these DC for enhanced antigen presentation to CD8+ T-cells, promoting their proliferation and tumour-specific cytotoxic responses. However, we cannot exclude possible role of CD4+ T cells for CD8+ T cell activation under this experimental condition, as we have not examined the purified CD8+ T cells response.

Collectively, these finding suggest that mCD40L could be harnessed as a potent immunostimulatory cancer therapy given its ability to stimulate different facets of the immune response together with its ability to directly induce cell death in CD40-expressing carcinomas, which itself may release tumour specific antigens into the tumour microenvironment to further enhance anti-tumour immune responses (Fig. 7).

**Figure 7:**
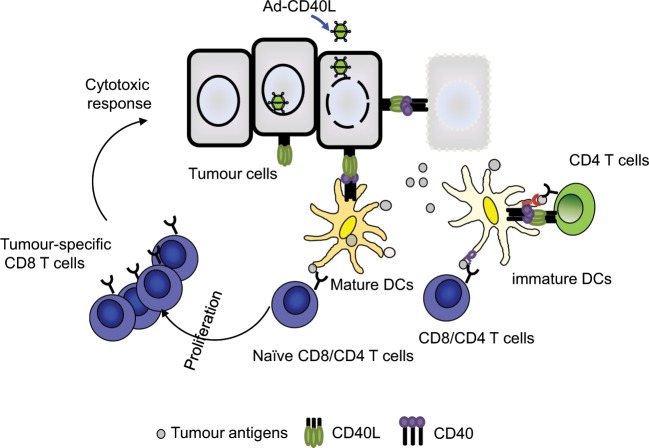
Multiple mechanisms of action of mCD40L immunostimulatory therapy. mCD40L expression in transduced tumour cells may induce apoptosis in CD40-expressing carcinomas, liberating tumour associated antigens for uptake by tumour-infiltrating dendritic cells. At the same time, mCD40L expression on tumour cells may directly stimulate these DC for enhanced antigen presentation toward CD4 + and CD8+ T-cells, promoting their proliferation and tumour-specific cytotoxic responses.

## Materials and Methods

### Cells and maintenance

Bladder carcinoma cell line T24 cells and the pancreatic cell line CFPAC-1 cells (originally obtained from the ATCC, cat no ATCC HTB-4 and ATCC CRL-1918 respectively and routinely examined for mycoplasma by PCR every 6 month) were maintained in either RPMI 1640 or DMEM supplemented with 2 mM glutamine, 10% FBS. Peripheral blood mononuclear cells (PBMCs) were isolated from heparinized healthy donors’ blood by using density gradient centrifugation on lymphoprep (Axis-Shield PoC AS, Oslo, Norway) according to the manufacturer’s instructions. Isolated PBMCs were washed twice with phosphate-buffered saline (PBS) then resuspended in RPMI-1640 media. CD14 + monocytes and CD3+ T cells were isolated from fresh PBMCs by positive selection using anti-CD14 and anti-CD3-coated magnetic beads and magnetic columns according to the manufacturer’s instructions (Miltenyi Biotec, Germany). The purity of monocytes and T cells was routinely >95%, as assessed by flow cytometry using anti-CD14 and anti-CD3 antibodies respectively.

Immature dendritic cells (iDC) were generated by culturing CD14 + monocytes in complete RPMI-1640 medium supplemented with 10% FBS (Sigma-Aldrich), recombinant human IL-4 cytokine (800 U/ml) and granulocyte/monocyte-colony stimulating factor (GM-CSF; 800 U/ml) (PeproTech, London, UK). At day 3, cultured cells were topped up with medium containing IL-4 (400 U/ml) and GM-CSF (400 U/ml). At day 5, cells were harvested and analyzed for the expression of CD1a, CD14 and CD83 markers.

### Recombinant adenovirus vectors and cell infection

The replication-deficient E1, E3-deleted recombinant adenoviruses expressing either membrane-bound, noncleavable CD40L (RAdnCD40L), or GFP control (RAdMock) were constructed using methods as previously described^38^. Viruses were purified by caesium chloride banding and dialyzed against a buffer containing 10 mM Tris-HCl (pH 8.0), 2 nM MgCl, and 5% sucrose. Virus titers were determined using the 50% tissue culture-infective dose method, based on the development of cytopathic effects in HEK 293 cells using serial dilutions to estimate adenovirus stock titer. Cells were infected in 10% FBS DMEM with the appropriate multiplicity of infection (MOI) for 2 hours at 37 °C. The resistance of the membrane-bound CD40L mutant expressed and delivered by RAdnCD40L to cleavage from the cell membrane was confirmed and described previously^12^.

### WST-1 cell viability assay

Cells were plated in 96-well plates at 4000 cell/100 μl/ well and incubated at 37 °C. Cell viability was assessed by adding WST-1 reagent (Roche) to the culture medium at 1:10 dilution. Cells were incubated at 37 °C and the optical density was measured by microplate ELISA reader at λ450 every 2 hours to a maximum of 6 hours. The amount of the formazan formed directly correlates to the number of metabolically active cells.

### Treatment of cells and RNA isolation and extraction for microarray analysis

T24 cells were infected with 50 MOI RAdMock or RAdnCD40L or left uninfected for 24 hours or treated with sCD40L at a final concentration of 1 µg/ml (PeproTech, London, UK) for 24 hours, total RNA was extracted from cells using the EZ-RNA total isolation kit (Biological Industries, Israel) according to the manufacturer’s instructions with RNA integrity and quality confirmed by Agilent Bioanalyser.

### cDNA probe synthesis

200 ng of total RNA was converted to cDNA using a WT Expression kit (Ambion, Cambridge, MA, USA) according to the manufacturer’s procedures. Resultant cDNA was fragmented and labelled with biotin using an Affymetrix WT Terminal Labelling kit (Affymetrix, Santa Clara, CA, USA).

### Microarray hybridisation analysis

Biotin-labelled cDNA was hybridised to Affymetrix Human Gene 1.0 ST v1 arrays. Arrays were then washed and stained on an Affymetrix FS400 fluidics station, followed by scanning utilising an Agilent G2500A GeneArray scanner according to the manufacturer’s instructions. GCOS software (Affymetrix) was used for instrument control and data acquisition. Gene level analysis was performed using the Affymetrix Expression Console software with the default settings of the RMA-sketch workflow^39^. Differentially expressed probe sets were identified via the linear models and empirical Bayes method^40^. Raw microarray data were submitted to the public repository Gene Expression omnibus (GEO) (GEO Accession: GSE98891).

### RT-PCR analysis

Using the RETROscript RNase reverse transcription kit (Ambion Europe, Huntingdon, UK) according to the manufacturer’s instructions, cDNA was synthesised from total RNA extracted by EZ-RNA total isolation kit (Biological Industries, Israel). RT-PCR was performed using PLATINUM Taq DNA polymerase (Invitrogen) utilizing the human PTPRU-specific primers: forward 5′-ggagaggctactctgcccg-3′ and reverse 5′-ggtgaccgagttcagcgtctg-3′, the human TOP2A-specific primers: forward 5′-ggcaccgagaagacacctcct-3′ and reverse 5′-catctggaaccttttgctgggc-3′, the human SLIT2-specific primers: forward 5′-ctcgttgtgctggtcctggag-3′and reverse 5′-gttcaggtcctgggcacagaag-3′, the human PADI2-specific primers: forward 5′-gaactgtgaccgagagacaccc-3′ and reverse 5′-ggaacaggtaattatccttcatgcagc-3′ and the human TRAF1: forward 5′-gttcatgaaacagtggaaggc-3′ and reverse 5′-ggagaagaggctgacggtcct-3′. The amount of cDNA template used for the RT-PCR was adjusted on the basis of amplification of human GAPDH utilising the human GAPDH-specific primers: forward 5′-cctccaaaatcaagtggggcg-3′ and reverse 5′-accaccaggtgctcagtgtag-3′ to ensure equal inputs between different samples.

### QRT-PCR measurement of cellular gene expression

The following TaqMan gene expression assays for B2M (Hs00984230_m1), CCL20 (Hs01011368_m1), CCL5 (Hs00982282_m1), CSF1 (Hs00174164_m1), CSF2 (Hs99999044_m1), HLA-F (Hs01587840_m1), ICOSLG (Hs00391287_m1), IFI30 (Hs00173838_m1), TAP2 (Hs00241060_m1), TNF (Hs00174128_m1), VCAM1 (Hs00365486_m1), ALCAM (Hs00233455_m1) and ICAM1 (Hs00164932_m1) were all selected from the Applied Biosystems website (http://www.appliedbiosystems.com) together with 18 S, GAPDH and HPRT1 rRNAs as a standard control, assembled onto a microfluidics card (Applied Biosystems) and analysed using an ABI Prism 7900HT Sequence Detection System. Individual 50 µl qRT-PCRs were performed for selected candidates. The relative quantity (RQ) of RNA for each gene across the different treatments within the experiment was calculated as described previously^41^. The mean of the RQs from the three replicate pairs was calculated and used in further analysis.

### Western blot analysis and antibodies

Antibodies (Abs) against CD40L and IRF1 were from Santa Cruz Biotechnology. Phosphospecific JNK, AKT and ERK antibodies, IκBα antibody and RASSF5 monoclonal antibody were all from Cell Signaling Technology. Monoclonal mouse anti-β-actin was from Sigma, UK. For immunoblotting, 10-50 μg protein was separated by SDSPAGE and transferred onto nitrocellulose membranes followed by blocking with 10% non-fat milk dissolved in TBS supplemented with 0.1% Tween 20. After three washes with TBS supplemented with 0.1% Tween 20, nitrocellulose membranes were incubated overnight at 4 °C with the primary Abs and for 1 hour at room temperature with the appropriate secondary Abs followed by enhanced chemiluminescence (Amersham Biosciences, Piscataway, NJ).

### Immature DC activation

CFPAC-1 cells were transduced with either 100 MOI RAdMock or RAdnCD40L or left un-transduced as a negative control for 24 hours followed by co-culturing with iDC at a ratio of 1:2 cells to iDC. Uninfected CFPAC-1 and iDC co-culture control were either treated with soluble CD40L (1 µg/ml) or MC (IL-1β: 25 ng/mL (Enzo Life sciences, UK), TNFα: 50 ng/mL (Enzo life sciences, UK), IFNγ: 1000 U/mL (R&D Systems, Inc, USA), IL-6: 1000 U/mL (R&D Systems, Inc, USA), PGE2: 10^−6^ M (Sigma-Aldrich, Ltd, Dorset, England, UK), LPS: 100 µg/mL (Enzo Life Sciences, UK) or left untreated as a negative control for 24 hours. DC were harvested from the co-cultures by gentle pipetting using 2 mM EDTA-PBS without affecting adherent CFPAC-1 cells. Harvested DC were either used in other assays or analyzed by flow cytometry to evaluate their activation status.

### Flow cytometry

For mCD40L expression in CFPAC-1 cells transduced with RAdnCD40L, 3 × 10^5^ cells were washed three times with ice-cold PBS buffer and incubated on ice for 20 min with 100 μl of diluted mouse anti-human CD40L-APC conjugate Ab or mouse isotype-APC Ab conjugate (ebioscience, San Diego, CA, USA) or left without treatment as negative control. Cells were then washed three times with ice-cold staining buffer (PBS with 1%BSA and 0.1% NaN3) analysed by flow cytometry. For monocyte-derived DC activation markers, mouse anti-human mAb CD1a- PE-Cy7, CD14-PE, CD40-APC, and HLA-DR-Alexa Fluor 700 were from ebioscience. For mouse anti-human mAb CD86-PE, CD83-APC and CD54-APC, were from BD bioscience, San Jose, CA, USA. Briefly, DC were stained with mouse anti-human mAbs or the isotype control for 20 minutes, cells were washed twice with staining buffer. Flow cytometry was performed by acquiring cells using BD LSR Fortessa cell analyser (BD Bioscience). A minimum of 50,000 HLA-DR + cells were acquired per sample and data were analysed by FlowJo software version X (Tree Star, Ashland, USA)

### IL-10 and IL-12 quantification

CFPAC-1 cells transduced with either 50 MOI RAdMock or RAdnCD40L or un-transduced for 24 hours were co-cultured with iDC at a ratio of 1:2 cells to iDC. The uninfected CFPAC-1 and iDC co-culture were either treated with soluble CD40L (1 µg/ml) (PeproTech) or maturation cocktail or left untreated as a negative control for 48 hours. For IL-10 and IL-12p70 assessment in the culture media, samples were collected at 24 and 48 hours following iDC-CFPAC-1 co-cultures, pre-cleared by centrifugation and assayed by Enzyme-Linked Immune Sorbent Assay (ELISA) kit (eBioscience, Hatfield, UK) according to the manufacturer’s instructions utilizing the automated Modulus Microplate reader (Turner BioSystems, USA).

### Activated DC phagocytic activity

CFPAC-1 cells were labelled with 5 µM carboxyfluorescein diacetate succinimidyl ester (CFSE; Invitrogen, Paisley, UK) for 10 min, washed in 10% FBS culture medium then resuspended at 1 × 10^7^ cells/mL in serum-free RPMI. Necrosis was then induced by six rapid freeze and thaw cycles. CFSE-labelled necrotic cells were incubated with activated DC at a 1:1 ratio for 1 hour at 37 °C. Following two PBS washes, DC were stained with anti HLA-DR AlexaFLuor700-conjugated mAb and uptake of necrotic cell material was analyzed by flow cytometry as a percentage of HLA-DR and CFSE- positive cells in a minimum of 50,000 cells acquired per sample.

### CFSE labeling

Following two washes with PBS, T cells were incubated with 5µmol/L Carboxyfluorescein diacetate succinimidyl ester (CFSE) for 15 minutes at 37 °C before the reaction was terminated by addition of RPMI-1640 containing 10% FBS. Cells were then washed in PBS and resuspended in standard growth medium for subsequent assays.

### *In vitro* priming and proliferation of T cells

For tumour cell lysis, CFPAC-1 cells (10^7^/ml) were lysed by 5 cycles of heating at 42 °C for 10 min then rapid-freezing in liquid nitrogen. The cell lysate preparation was then passed through 0.22 µm syringe driven membrane filter (Millipore). For pulsing pre-activated DC, DC were incubated with CFPAC-1-tumour cell lysate at the ratio of 1:5 (DC: tumour cell equivalent) for 24 hours. CFSE-labelled autologus CD3+ T cells were incubated with DC loaded with tumour cell lysate at a responder to-stimulator (R:S) T-cell/DC ratio of 10:1 at 2 × 10^6^/mL for 5 days or cultured alone as a negative untreated control. Cultures were supplemented with fresh medium containing IL-2 (20 U/ml) and IL-7 (5 ng/ml) (all from PeproTech, London, UK) at day 3. On day 5, we analyzed CD3+ T cells (anti-CD3-pacific blue, BD bioscience, San Jose, CA, USA) for CD8+ T cells (anti-CD8-AlexaFluor 700, BD bioscience, San Jose, CA, USA) with low or negative CFSE staining based on CFSE dilution^20^ as a result of T cell proliferation. A minimum of 100,000 CD3 + cells were analyzed for CD8 + population by flow cytometry. The results were expressed as the percentage of CFSE low or negative cells relative to CD8+ T cells.

### Effector function of DC-activated T cells

*In vitro* expanded T cells obtained from co-culture with DC loaded with tumour lysate for 7 days were assessed for CD107a degranulation and intracellular IFN-γ production. Briefly, 5 × 10^5^ T cells were stimulated for 5 hours in a 96-well plate with irradiated (20 Gy) cell lysate-loaded autologous PBMCs, or left unstimulated as a negative control. GolgiStop (BD Biosciences) and anti-CD107a PE (BD Biosciences) were added 1 hour after stimulation. After 5 hours, cells were stained with anti-CD3-Pacific blue, anti-CD4-FITC and anti-CD8-AlexaFluor 700 for 20 min at 4 °C. Following PBS washing, cells were fixed, permeabilized with Cytofix/Cytoperm solution and stained with anti-IFN-γ APC (BD Biosciences) at 4 °C for 20 min then analysed by flow cytometry. Samples were initially gated for CD3+ CD8+ CD4− T cells then the percentages for CD1017a and IFN-γ positive cells were determined in a minimum of 200,000 CD3+ T cells acquired cells.

### Ethics approval and consent to participate

The use of blood samples for this study was approved by ethical permission from the National Research Ethics Committee (REC: 08/H1011/36). Appropriate approvals and informed written consent for study participation were obtained and the study was performed in accordance with the Declaration of Helsinki.

## Supplementary information

Supplementary Information

Supplementary Information 2

## Data Availability

The datasets generated during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

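Gene expression had been measured in T24 bladder carcinoma cells that were left untreated (CNT), treated with soluble CD40L at 1 µg/ml (sL), infected with RAdMock at 50 MOI (AdM) or infected with RAdnCD40L at 50 MOI (AdnL) for 24 hours, on 12 arrays, 3 per group. The authors made the deposited values with Affymetrix Expression Console, for which no version is given: the arrays were background-corrected, quantile-normalized and summarised per transcript cluster by RMA on a log2 scale. No further normalization was applied. Arrays have no counting depth, and their number limits the precision: 4 groups of 3 leave 8 residual degrees of freedom. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1, so that none was run for single genes. The separation of the arrays served in choosing the genes to name.
Gene symbols came from the platform annotation in the deposited record and were brought to current symbols through the RefSeq gene table by Entrez ID, by which 19429 of the 19460 transcript clusters with 1 symbol were matched. The 1754 transcript clusters with several symbols and the 12083 without one in that annotation were left out. For the 769 genes with several transcript clusters the one with the highest mean over all arrays was used, whatever its group differences, which gave 18417 genes. No filter on low values was applied.
Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit with a coefficient per group, contrasts.fit and eBayes, two-sided) for AdnL/sL, AdnL/AdM, sL/CNT, AdM/CNT and the interaction (AdnL minus AdM) minus (sL minus CNT). Adjusted p-values are Benjamini-Hochberg values over the genes tested, and rose, fell and changed stand for an adjusted p under 0.05. Counts at the study's criteria use a fold above 2 and an unadjusted p under 0.05, as the paper states for its comparisons. Fixed gene lists stood in for gene ontology terms: MHC class I and class II antigen presentation, leukocyte adhesion ligands, chemokines, cytokines, cytokine receptors, co-stimulatory and checkpoint molecules, NF-kappaB pathway and feedback, the TRAF, STAT, IRF and RASSF families, type I interferon-stimulated genes, G2/M phase, S phase, replication-dependent histones, apoptosis and necroptosis, p53 targets, ERK pathway output, YAP/TEAD targets, cholesterol synthesis, urothelial markers, leukocyte markers, endothelial and fibroblast markers, housekeeping genes and the genes of Table 1. These 26 lists were tested with limma's camera at a preset correlation of 0.01, again with an estimated correlation, and with the rotation test fry, each adjusted over the 26 lists of a comparison, and with Fisher's exact test (two-sided) against all genes tested. The direction of sL/CNT was tested with fry on genes chosen in a fit of the AdnL and AdM arrays alone, so that no array served for both.
The genes to name were set by a rule: every gene the paper names from the arrays, the 10 largest rises and falls whose arrays did not overlap in AdnL/sL and AdnL/AdM, up to 10 in each direction in the other comparisons and the interaction, and up to 4 members of each list with the smallest adjusted p. The values in Table 1 had been seen when the rule was written. For the named genes, alternatives were computed in the comparisons for which the text gives values, and for lists, in 11 lists of AdnL/sL. Both choices were settled after values, including values under alternatives, had been seen. Some genes the paper names are not analysed here.
The lists, the comparisons, the rule and the alternatives were set before the data were examined. The exception is a covariate for the spread of each array, which was added after seeing the data. The lists hold genes that the paper had chosen from these arrays. The alternatives were all transcript clusters or their mean in place of the brightest, dim genes left out (9846 genes kept, above the median of all values on at least 3 arrays), median centring, a second quantile normalization, a fit of the compared groups alone, a robust and trended prior, array weights, the replicate number as a block, each array left out in turn, and other thresholds.
The steps were tested on simulated data with the spread of the arrays. With 50 genes at each fold, 82% of genes changed 1.5-fold were called in AdnL/sL and 72% in AdnL/AdM, and all genes changed 2-, 4- or 10-fold were called, with 9 and 11 false calls among 18417 genes. In sL/CNT and AdM/CNT, where no gene was changed, 0 were called. Of 200 random lists of unchanged genes for AdnL/sL, 1 had a p under 0.05 by camera with the preset correlation. With an estimated correlation it was 1, and by fry 11. Random lists do not stand for lists whose genes vary together, such as S phase and G2/M (estimated correlations 0.505 and 0.393). The rate of false calls for such lists was therefore not tested. An earlier form of this test, in which the random lists could hold changed genes, was replaced.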

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

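The tests of NF-kappaB activation, of the untreated arrays shared by both comparisons, of the centring of the arrays and, for the direction of sL/CNT and the share of falls in AdnL/sL, of the spread of the arrays were chosen or worded after a result they measure was seen. Groups of 3 arrays were not examined for single outlying arrays.
The changes with RAdnCD40L over its vector control differed from those with soluble CD40L over untreated cells. The form of the ligand cannot be told apart here from its amount or from its delivery by a vector. By the test of the difference itself, (AdnL minus AdM) minus (sL minus CNT), 928 genes were higher and 1304 lower with the membrane-bound ligand. Of these, 138 had changed in opposite directions in sL/CNT and AdnL/AdM, 19 of them falling in sL/CNT and rising in AdnL/AdM. The long pentraxin gene PTX3 had an interaction of 4.00 on the log2 scale (-0.90 in sL/CNT and 3.09 in AdnL/AdM), CXCL1 of 3.39 and the GTPase gene RHOB of 2.08. The integrin gene ITGA10 had an interaction of -1.94 and ASPM of -1.80, both rising in sL/CNT and falling in AdnL/AdM.
Genes outside those the paper discusses stood out against the vector control. In AdnL/AdM the log2 fold change was 4.81 for TNFAIP2, 4.62 for TNFRSF9, 4.52 for MMP1 and 4.50 for COXFA4L3, and -2.15 for ID1, -2.03 for GPRC5B, -1.89 for MRS2 and -1.70 for PLCB4. Of 44 replication-dependent histone genes 30 fell in AdnL/AdM, and of 22 YAP/TEAD targets 7 fell in AdM/CNT and 7 in sL/CNT, which hold the same untreated arrays.
Other splits of the 6 compared arrays into 3 and 3 were counted. There are 10, so that a share under 0.05 cannot be reached, and in each case 1 of the 10, the real one, gave a result as large. At the study's criteria the real split gave 387 genes and the highest other 1 in AdnL/sL, 410 and 1 in AdnL/AdM, 9 and 1 in sL/CNT, and 11 and 0 in AdM/CNT. At an adjusted p under 0.05 it gave 3870 and 0 in AdnL/sL, 3140 and 0 in AdnL/AdM, 1092 and 1 in sL/CNT, 389 and 0 in AdM/CNT, and 2232 and 3 for the interaction, for which the AdnL and AdM arrays were split.
The first pattern weighed is that sCD40L moved the genes raised by mCD40L in the same direction, 256 of 317. A difference in spread between arrays is argued against, since the rotation test, which is not an exact one, gave p = 8.31e-05 with that spread as a covariate. Dependence on a single sL or CNT array is argued against, since the highest p without 1 of them was 0.000835. Weak activation of NF-kappaB by sCD40L stays open: the list of that pathway was higher in sL/CNT with an estimated correlation (camera, adjusted p = 0.0308). A weak form of the response to the membrane-bound ligand is a candidate explanation found and tested on the same arrays. Apart from the arrays, the paper reports IκBα degradation in T24 cells given sCD40L (Fig. 1B).
The second pattern is that the fold changes of sL/CNT and AdM/CNT went together across genes, which are not independent replicates (r = 0.474, covariance 0.0173), with 95 genes rising and 116 falling in both. Both comparisons hold the same untreated arrays. In 100 simulated sets of unchanged groups with a shared control the covariance had a median of 0.00602 and reached 0.0356. The observed covariance is above that median but within the simulated range, so that the shared arrays could account for it. In these sets no gene was called in both comparisons, so that the shared calls are not covered by this result. The spread of the arrays and a single untreated array cannot be told apart from it: the covariance was 0.0197 with the spread as a covariate, and at its lowest 0.0187 without 1 untreated array, where simulated sets reached 0.0407. By the bounds first written these 2 values counted for both explanations, and they were set to undecided afterwards, since the covariance lay within the simulated range before either was applied. A shared effect of handling the cells was not tested.
The third pattern is that more genes fell than rose in AdnL/sL, 61.8% of the calls. The spread of the arrays is argued against as the whole cause (59.3% with it as a covariate). An offset between the arrays is argued against as the whole cause too, since falls were 59.9% of the calls with each array centred on its median, a step that moved their share in AdnL/AdM from 51.4% to 40.9%. An earlier test of the offset, on the median fold change over all genes, could hardly have come out otherwise and was replaced. Lower expression of proliferation genes stays open. Falls were 60.7% of the calls without the G2/M, S phase and histone lists, but these hold 138 measured genes, and the share without them would have been 60.4% had every one of them fallen, so that the bound of 55% was out of reach. By the bound first written this value counted against the explanation, and it was set to undecided afterwards. No other explanation was tested.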

How the results depend on the processing

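Alternatives were set before the data were examined except the array spread covariate, chosen after seeing the data. Where no reason is given, the cause was not tested. The setting with all transcript clusters includes those with several symbols or none, which are not part of the gene counts.
In AdnL/sL the counts stayed within 1.5 times the reported ones, except that all transcript clusters gave 233 lower at the study's criteria and a test against a fold of 2 (treat), which is stricter by construction, 127 higher and 15 lower. In AdnL/AdM the exceptions were 171 higher and 17 lower with treat and 2549 genes falling with array weights. The interaction counts stayed within 1.5 times under every alternative run. In AdnL/AdM the share of falls at an adjusted p, 51.4%, became 40.9% with median centring and 47.6% with all transcript clusters. Falls were no longer the majority in these, in the fit with the replicate block, and without AdnL replicate 2 (47.8%), AdnL replicate 3 (47.7%), AdM replicate 2 (48.2%) or AdM replicate 3 (47.7%). The share was 56.7% with array weights and 58.3% with the array spread covariate. It stayed between 58.5% and 63.7% in AdnL/sL.
In sL/CNT all transcript clusters gave 88 higher and 33 lower at the study's criteria, array weights 2 higher, and treat 0 higher and 0 lower. At an adjusted p under 0.05, 207 rose and 55 fell with the compared groups alone, which leaves fewer residual degrees of freedom, 1195 and 834 with array weights, and 1204 and 1015 with the array spread covariate. The share of falls, 30.6%, became 21% with the compared groups alone, 41.1% with array weights and 45.7% with the covariate.
In AdM/CNT all transcript clusters gave 2 higher and 64 lower at the study's criteria and 67 rising at an adjusted p, and treat 0 lower. At an adjusted p, 241 rose and 496 fell with dim genes left out, which tests fewer genes, 12 and 65 with the compared groups alone, 210 and 420 with a robust and trended prior, and 966 and 1044 with array weights. A second quantile normalization gave 214 rising and the array spread covariate 315. The share of falls, 68.1%, became 57.3% with a second quantile normalization, 51.9% with array weights, 84.4% with the compared groups alone and 47.9% with the covariate, with which falls were no longer the majority.
The replicate numbers did not pair the arrays. After removing group means, pairs with the same number had a median r across genes of -0.0936 (18 pairs, from -0.569 to 0.395). Other pairs had 0.0424 (36 pairs, from -0.366 to 0.556). Arrays with different numbers did go together. CNT replicate 1, AdM replicate 2, sL replicate 2 and AdnL replicate 1 correlated in every pair (r from 0.276 to 0.507). So did CNT replicate 2, AdM replicate 1, sL replicate 1 and AdnL replicate 3 (0.175 to 0.556). No fit used these sets as blocks. With the replicate number as a block, 492 rose and 180 fell in sL/CNT and 50 and 149 in AdM/CNT, and falls were 49.4% of the calls in AdnL/AdM.
Leaving out each array in turn leaves 2 in a group. In sL/CNT this gave 5 to 11 higher and 3 to 8 lower at the study's criteria (11 higher without CNT replicate 3 or sL replicate 3, 8 lower without sL replicate 2) and 342 to 632 rising and 171 to 269 falling at an adjusted p (342 and 171 without CNT replicate 2, 470 rising without sL replicate 2, 208 falling without CNT replicate 3, 199 falling without sL replicate 3). In AdM/CNT 21 to 101 rose and 78 to 197 fell: 21 and 78 without CNT replicate 1, 42 rising without CNT replicate 2, 29 and 94 without AdM replicate 1, 48 rising without AdM replicate 2, and 71 and 129 without AdM replicate 3. In AdnL/sL 266 to 281 were higher and 101 to 150 lower at the study's criteria, and in AdnL/AdM 314 to 330 and 78 to 109.
Of the 11 lists followed in AdnL/sL, cytokines and S phase lost their call with an estimated correlation (adjusted p = 0.064 for each) and the others kept theirs under every alternative run. Fry called 5 lists lower in place of 3. The direction of sL/CNT among genes raised in AdnL/AdM kept its side of the threshold (fry, p from 5.71e-05 to 0.00449).
Of 290 results for named genes, 241 passed the test. The compared groups alone were fitted for 256 of these results, 209 of which had passed, and 23 calls were lost, 9 of 46 in sL/CNT, 14 of 31 in AdM/CNT and none in AdnL/sL or AdnL/AdM. Without some array 20 of the 241 calls were lost, 6 of 46 in sL/CNT, 11 of 31 in AdM/CNT, 2 in AdnL/sL and 1 in AdnL/AdM. A call was lost for 6 with the replicate block, and 1 each with median centring, a second quantile normalization and the array spread covariate. No called gene reversed. Reversals without 1 array, all of genes that did not pass the test, were TRAF6 in AdnL/sL (-0.022 without sL replicate 1, up to 0.24 without another array) and in sL/CNT (-0.0021 without sL replicate 3, up to 0.26), STAT5A in sL/CNT (-0.070 without CNT replicate 1, -0.040 without CNT replicate 3 and -0.031 without sL replicate 1, up to 0.19) and IRF1 in sL/CNT (-0.0089 without CNT replicate 3 and -0.019 without sL replicate 1, up to 0.23). On arrays, signal near background limits the changes that can be seen in dim genes: of the genes that rose in AdnL/sL 31.3% had a mean below the median of all values, and of those that fell 20.7%.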

Differences from the paper's values

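For TAP2 in AdnL/sL the paper's fold is 5.12 and the value here is 3.722. It differed under every alternative set before the data were examined, with values from 3.599 to 3.848. Of the 18 folds compared, 16 were within 1% of the paper's.
Of the 17 unadjusted p-values in AdnL/sL that a p can hold, 16 are larger in the paper than here, RASSF5 being the exception. Here the spread was estimated from all 12 arrays. The paper's value and the value here are 8.45E-14 against 2.882e-18 for CCL5, 1.01E-12 against 1.827e-17 for CCL20, 1.13E-12 against 6.8e-17 for ICAM1, 9.65E-12 against 1.345e-15 for CSF1, 8.05E-08 against 4.444e-11 for VCAM1, 5.66E-09 against 1.195e-12 for ICOSLG, 1.71E-09 against 5.128e-12 for TAP2, 2.67E-09 against 5.411e-13 for IFI30, 9.26E-09 against 2.091e-11 for PTPRU and 3.07E-11 against 6.047e-16 for PADI2. For these genes no alternative brought the p within 1.5 times of the paper's. They are 1.99E-08 against 4.101e-10 for TNF, 1.66E-07 against 8.245e-08 for ALCAM, 1.54E-06 against 1.28e-08 for B2M, 3.08E-07 against 7.397e-09 for SLIT2, 9.76E-08 against 1.042e-09 for TOP2A and 6.1e-08 against 8.924e-09 for STAT5A. For these 6 genes the p lay within 1.5 times of the paper's when only the compared groups were fitted. It did so for ALCAM also with dim genes left out, and for STAT5A also without AdnL replicate 3, sL replicate 1 or sL replicate 2, and under no other alternative. With the compared groups alone, 16 of the 17 p-values a p can hold lay within 3 times of the paper's, RASSF5 being the exception.
The p of TRAF1 is printed in the paper as 2.8e13, a value a p cannot hold, and is 9.689e-17 here. No alternative could have given the printed value, so that nothing is drawn from comparing them with it.
The paper reports that it detected no change in the transcripts of TRAF3, TRAF5 and TRAF6. Its criteria for differential expression include a fold above 2, but it does not tie this statement to them. None of the 3 reached such a fold here. With no limit on the fold, TRAF5 and TRAF6 did not pass the test in AdnL/sL, while TRAF3 rose by 0.39 on the log2 scale (adjusted p = 0.0066), and in AdnL/AdM each of the 3 rose, though TRAF6 did not pass there without some of the arrays. Of the 6 TRAF genes measured, TRAF1 was the one over 2-fold higher in AdnL/sL. The paper too names TRAF1 as the one upregulated, in a set that also holds TRAF2, for which no value is given here. The paper gives the fold of RASSF5 as 9.6 for AdnL/sL, where the value here is 11.28, and in AdnL/AdM it is 9.61 here. Both are folds over means below the median of all values. For sL/CNT the text of the paper gives 12 genes, while the numbers read by eye in Fig. 2 are about 7 higher and about 6 lower.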

Other observations

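Further lists gave these results in AdnL/sL. Of 8 IRF genes 4 rose and 0 fell (5 and 0 when adjusted over the list alone), and the list was called higher by camera (adjusted p = 4.9e-05, and 0.029 with an estimated correlation). Among 15 genes of cholesterol synthesis 6 rose and 0 fell (7 and 0 when adjusted over the list alone), with adjusted p = 0.0016 and, with an estimated correlation, 0.18. The TRAF list had adjusted p = 0.0018 and, with an estimated correlation, 0.04, and the RASSF list adjusted p = 0.17, while fry called both higher (limma, adjusted p = 1.2e-07 and 2.3e-04). Camera made no call for 22 p53 targets (7 rose and 6 fell, 7 and 6 when adjusted over the list alone, adjusted p = 0.4), 10 genes of ERK pathway output (2 rose and 4 fell, 2 and 4 when adjusted over the list alone, adjusted p = 0.26), 22 YAP/TEAD targets (5 rose and 5 fell, 6 and 6 when adjusted over the list alone, adjusted p = 0.6), 9 housekeeping genes (1 rose and 3 fell, 2 and 4 when adjusted over the list alone, adjusted p = 0.26) and 10 urothelial markers (0 rose and 1 fell, 0 and 1 when adjusted over the list alone, adjusted p = 0.96). Of these lists, fry called ERK pathway output and housekeeping genes lower (limma, adjusted p = 2.4e-05 and 0.039) and no other. For the urothelial markers the median log2 fold change was 0.099 and the mean -0.003, and camera gave the direction as up and fry as down.
In sL/CNT, 7 of 22 YAP/TEAD targets fell and none rose, and 10 fell and 2 rose when adjusted over the list alone (camera, adjusted p = 1.4e-05, and 0.063 with an estimated correlation), as 7 did in AdM/CNT, and both comparisons hold the same untreated arrays. In AdM/CNT camera also called housekeeping genes lower (adjusted p = 0.0039), apoptosis and necroptosis lower (0.027), and MHC class I presentation and cytokine receptors higher and NF-kappaB lower (adjusted p = 0.048 for each), and each of these calls was lost with an estimated correlation.
PLK2, ADAMTS1 and KRT80 were over 2-fold lower in both sL/CNT and AdM/CNT. In AdnL/sL and AdnL/AdM, which share the AdnL arrays, 1068 genes rose and 1332 fell in both, and the fold changes went together (r = 0.855, covariance 0.117). In 100 simulated sets of unchanged groups that share arrays no gene was called in both, r reached 0.906 and the covariance reached 0.0356, so that this covariance lies above all the simulated ones.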
